# Sex differences in gene regulation in the dorsal root ganglion after nerve injury

**DOI:** 10.1186/s12864-019-5512-9

**Published:** 2019-02-19

**Authors:** Kimberly E. Stephens, Weiqiang Zhou, Zhicheng Ji, Zhiyong Chen, Shaoqiu He, Hongkai Ji, Yun Guan, Sean D. Taverna

**Keywords:** Dorsal root ganglion, Sex differences, RNA-seq, Gene expression, Peripheral nervous system, Nerve injury

## Abstract

**Background:**

Pain is a subjective experience derived from complex interactions among biological, environmental, and psychosocial pathways. Sex differences in pain sensitivity and chronic pain prevalence are well established. However, the molecular basis underlying these sex dimorphisms are poorly understood particularly with regard to the role of the peripheral nervous system. Here we sought to identify shared and distinct gene networks functioning in the peripheral nervous systems that may contribute to sex differences of pain in rats after nerve injury.

**Results:**

We performed RNA-seq on dorsal root ganglia following chronic constriction injury of the sciatic nerve in male and female rats. Analysis from paired naive and injured tissues showed that 1513 genes were differentially expressed between sexes. Genes which facilitated synaptic transmission in naïve and injured females did not show increased expression in males.

**Conclusions:**

Appreciating sex-related gene expression differences and similarities in neuropathic pain models may help to improve the translational relevance to clinical populations and efficacy of clinical trials of this major health issue.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5512-9) contains supplementary material, which is available to authorized users.

## Background

Once established chronic pain is often resistant to existing treatments and associated with adverse health outcomes such as decreased quality of life [1], alterations in mood [2] and sleep patterns [3], and disability [4]. Sex differences in the susceptibility to most chronic pain conditions are well established [5] and experimental pain studies consistently demonstrate greater pain sensitivity, increased pain ratings, and decreased tolerance to a variety of pain modalities in women versus men [5–9]. However, the mechanisms underpinning these sex dimorphisms are poorly understood.

While the inclusion of women in clinical trials has increased dramatically during the past 20 years, a strong bias towards the exclusive use of male animals in preclinical studies of neuropathic pain has persisted [10, 11]. Arguably, the limited use of females in mechanistic studies of neuropathic pain has obfuscated our understanding, management, and treatment of neuropathic pain in either sex [10, 11]. The few studies that have used rodent models of chronic pain to examine sex-specific differences have primarily focused on the hormonal and neuroimmune effects on pain modulation in the central nervous system (CNS) [12]. For example, activated immune cells (e.g., microglia) in the spinal cord dorsal horn release inflammatory mediators (e.g., cytokines) in response to tissue damage which promote neuronal excitability [13]. Although the role of microglia-neuronal signaling pathways in pain pathophysiology had been characterized using predominantly male mice, recent evidence demonstrated that female and male mice use distinct immune cell types to modulate pain behaviors [14, 15].

Chronic pain following peripheral nerve injury is associated with profound changes in gene expression that alter synaptic plasticity and neuroimmune interactions. The majority of studies have examined gene expression changes exclusively in males [10, 11, 16]. One notable exception is a 2006 study by LaCroix-Fralish and colleagues [17] in which microarrays were used to measure the gene expression in the rat dorsal horn after spinal nerve ligation in both male and female rats. Despite the potential for gene expression to yield insight into the molecular underpinnings of chronic pain, a transcriptome-wide assessment of gene expression in the peripheral nervous system (PNS) after nerve injury in male and female rats has not been reported.

Here we sought to identify the similarities and differences in gene regulation between male and female rats in the PNS following peripheral nerve injury. We compare large-scale transcriptome analyses of dorsal root ganglia (DRGs) from male and female rats, in both naive and a peripheral nerve injury model, and identified differential expression of mediators of neurochemical mechanisms. Our RNA-seq suggests that data sexually dimorphic roles of sensory neurons and glia in the DRG may be an important consideration in clinical drug trials designed to evaluate treatments for chronic pain.

## Results

RNA-seq transcriptome profiles of DRGs from gonadally intact, adult male and female rats were measured from naïve animals and animals at 14 days after sciatic chronic constriction injury (CCI) (Fig. 1). 

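The deposited table gives the number of reads that the authors counted on each of 32623 Ensembl gene identifiers of the rat genome rn6. It covers 8 libraries, each from the ipsilateral L4-L6 DRGs of 1 rat, with 2 rats in each of 4 groups (naïve males, CCI males, naïve females and CCI females). In CCI the sciatic nerve is loosely ligated with silk sutures, and the DRGs were taken on day 14. According to the paper's methods, poly(A) RNA was made into strand-specific libraries and sequenced as paired ends. The reads were aligned with HISAT2, cleared of ribosomal RNA reads and counted per gene with featureCounts. The deposited counts are without normalization. Total counts were 49865883 and 51107282 in naïve males, 60818457 and 49963782 in CCI males, 47537920 and 40999030 in naïve females, and 39489103 and 41046178 in CCI females. The gene with the most counts held at most 1.38% of a library. No read was counted on 8679 identifiers in any library, and 16988 genes passed edgeR's filter on low counts and were tested. Expression is given as CPM, which are counts scaled to a common library size with edgeR's TMM factors, as mean ± SD (n = 2 rats). Groups were compared on the 4 libraries concerned with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called when its adjusted p was under 0.05 and its absolute log2FC above 0.5. An exact test of 2 rats against 2 cannot give a 2-sided p under 0.333 for a single gene, so every adjusted p rests on a model that shares information on spread across genes. Pearson's r of log2 CPM between the 2 rats of a group, across genes that are not independent replicates, was 0.973 in naïve males, 0.980 in CCI males, 0.990 in naïve females and 0.991 in CCI females. The differences between rats exceeded counting noise in every group, with a chi-square per gene of 38.2, 22.8, 25.6 and 13.3 in the same order. The paper's methods state that sequencing took place in 2 batches, and the paper's text does not name the batch of each library. Gene symbols were taken from the paper's Tables 1 to 4 and Additional files 1, 2 and 4, which pair 1961 of the identifiers with a symbol. Of the genes tested, 11.5% have a symbol in this way, and genes named in the paper without an identifier are not analysed here. Because those tables list genes that the authors called on these libraries, the named members of any gene list were partly picked by their own change.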

Basic biological influences that regulate responses to nociceptive stimuli and the generation of chronic pain have largely been investigated using neuropathic pain models in rodents. In an effort to isolate the pain behaviors from other experimental procedures used to create the model the majority of these prior studies used sham procedures as a comparison group. In sham procedures, all experimental procedures are performed with the exception of nerve injury from mechanical manipulation or administration of an active compound. In the present study, we use naïve animals as a comparison group so that we may capture all changes that are associated with clinical neuropathic pain conditions (e.g., skin incision, damage to nerve terminals, deep muscle tissue with associated inflammatory response).

**Fig. 1:**
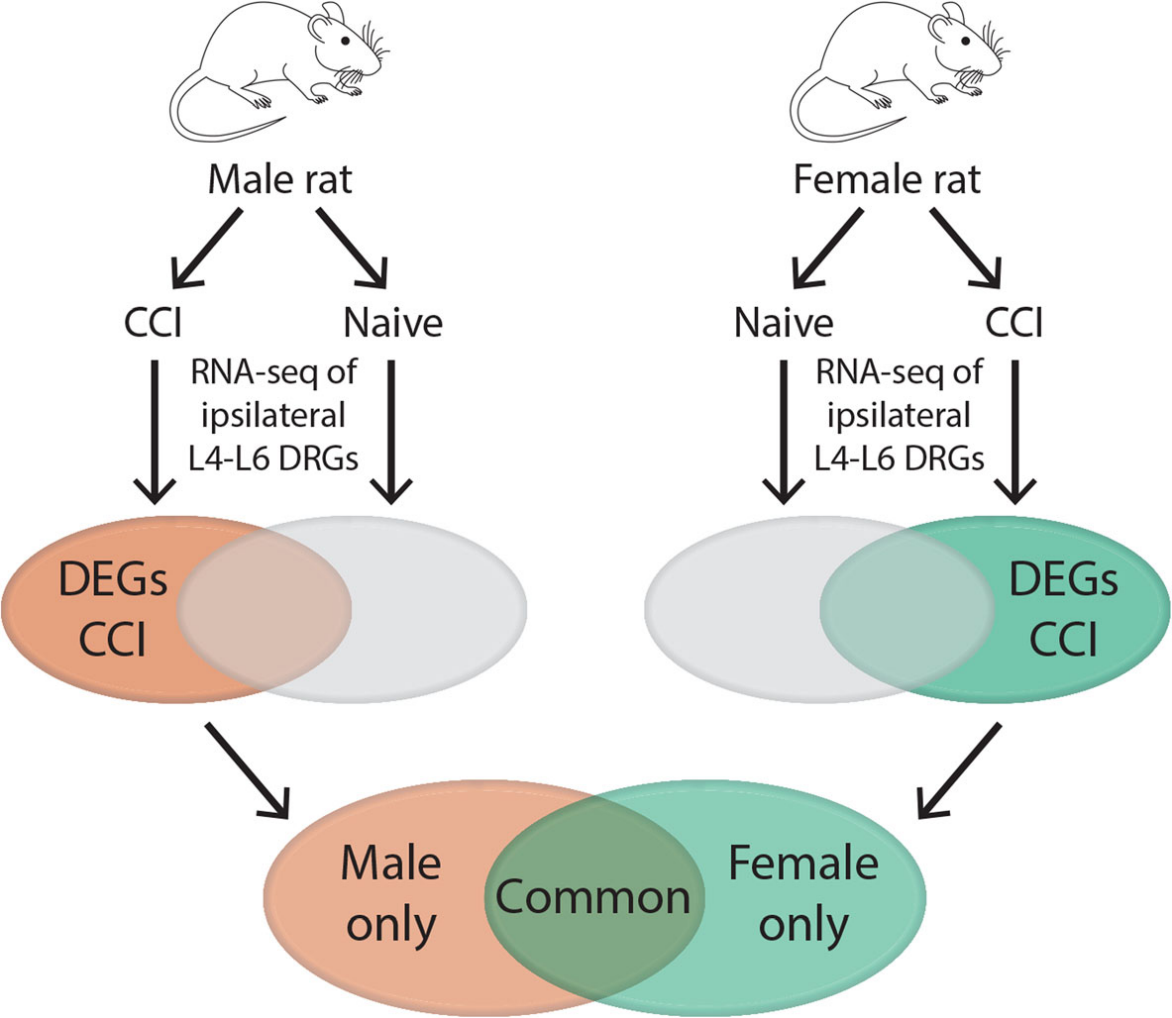
Schematic diagram of experimental procedures. Male and female rats were randomly assigned to the naïve group or receive CCI. Total RNA was isolated from the L4-L6 DRG of naïve rats and on day 14 after CCI to the sciatic nerve. Libraries were constructed after poly(A) selection and sequenced. RNA-seq was performed on ipsilateral L4-L6 DRGs from each animal. Differentially expressed genes (DEG), defined as genes expressed after CCI versus naïve with a |log_2_fold change (FC)| > 0.5 and an FDR < 0.05 were compared between male and female rats. DRG = dorsal root ganglion; CCI = chronic constriction injury. Line art of rat in this figure and herein were drawn by KES

### Differentially regulated genes in DRGs of naïve male and female rats

To identify sex-specific differences of gene expression in DRG under physiological conditions, we performed RNA-seq and measured all poly(A)-containing transcripts expressed in the L4-L6 DRG of naïve rats (Fig. 2a). 

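In the naïve rats, 16976 of the genes tested (99.9%) did not pass both thresholds between 2 females and 2 males. An unadjusted p under 0.05 was reached by 4345 genes, of which 1974 had higher values in females and 2371 in males, where 849.4 would be reached by chance. With the same log2FC threshold, 574 genes passed at an adjusted p under 0.1 and 1721 at an adjusted p under 0.2. Expression did not overlap between the sexes in 10194 genes (60.0%), where chance gives 33.3%. The common dispersion of the naïve libraries was 0.0316, a biological coefficient of variation of 17.8%. The alternative that moved the counts most was a DESeq2 fit over all 8 libraries with the naïve sexes as a contrast, which called 337 genes higher in females and 782 higher in males.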

Expression levels of 14,403 genes were evaluated and the majority (13,541 genes; 94.0%) showed no significant difference in expression level between males and females (Fig. 2b). Of the 862 genes with expression levels that differed significantly between males and females, 652 (75.6%) showed increased in expression in males versus females and 210 (24.4%) showed increased expression in females versus males (Fig. 2c-d). Lists of these genes with increased and decreased expression in the DRGs between male and female rats are provided as Additional file 1 and Additional file 2. These male and female gene lists were then subject to gene ontology (GO) analysis using Metascape. 

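By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 genes were higher in naïve females and 9 were higher in naïve males, 0.0706% of the genes tested. The smallest adjusted p was 9.08e-05. Eif2s3y (ENSRNOG00000060048), a Y-linked gene, was expressed at 122 ± 3.41 CPM in naïve males and had at most 1 count in each naïve female, so it was at least 1724-fold higher in males. Ddx3 (ENSRNOG00000057231) was expressed at 141 ± 10.3 CPM in naïve males and likewise had at most 1 count in each naïve female, at least 1989.9-fold less than in males. Both genes therefore separated the libraries by the sex on their labels. Srd5a2 (ENSRNOG00000027042) was 25.0 ± 2.81 CPM in naïve males and 3.10 ± 0.403 CPM in naïve females (log2FC -3.01, SE 0.152, adjusted p = 0.0122). In the opposite direction, ENSRNOG00000051257, which the paper's tables do not pair with a symbol, was 0.0845 ± 0.0157 CPM in naïve males and 72.0 ± 3.17 CPM in naïve females (log2FC 9.70, SE 0.145, adjusted p = 9.08e-05). Fitted on the same 4 libraries, DESeq2 called 278 genes higher in females and 736 higher in males, and all 12 of edgeR's calls were among them. A fit of edgeR over all 8 libraries called 213 and 693 genes, again with all 12 among them.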

GO pathways associated with genes that had relatively increased expression in the male naive DRG include Regulation of RNA splicing (GO:0043484), Schwann cell differentiation (GO:0014037), and Regulation of cell cycle process (GO:0010564) (Fig. 2e). 

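Of 32 transcripts of splicing factors and of nuclear transcripts that often retain introns, a list set up in advance, 22 have an identifier in the paper's tables. All 22 had higher values in naïve males than in naïve females, with a median log2FC of -0.74 (from -1.57 to -0.20) and an adjusted p from 0.0954 to 0.243. None passed over all genes, while 21 had an unadjusted p under 0.05. Adjusted over the list alone, 16 passed both thresholds, which is not independent evidence because the study picked these members on the same libraries. The largest difference was that of Leng8 (ENSRNOG00000018642), with 466 ± 108 CPM in naïve males and 157 ± 54.3 CPM in naïve females (log2FC -1.57, SE 0.284, adjusted p = 0.0955), and with each rat left out in turn its log2FC stayed between -1.96 and -1.24. Among 21 genes of Schwann cells and myelin, 7 have an identifier, and all 7 were higher in naïve males, with a median log2FC of -0.53 (from -0.76 to -0.14). Mag (ENSRNOG00000021023) was 53.9 ± 9.23 CPM in naïve males and 31.7 ± 2.81 CPM in naïve females (log2FC -0.76, SE 0.142, adjusted p = 0.0961). These directions were the same with DESeq2's size factors and with upper-quartile normalization. Both moved the naïve log2FC by too little to reverse them, with medians of 0.0029 and -0.0024.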

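Subunits of the NADH dehydrogenase complex (symbols that start with Nduf) have an identifier in 12 cases, and all 12 had higher values in naïve females than in naïve males. Their median log2FC was 0.52 (from 0.29 to 0.58), their adjusted p ranged from 0.0954 to 0.249, and 8 had an unadjusted p under 0.05. Of 11 genes of MHC class II antigen presentation, 4 have an identifier, and all 4 were higher in naïve females with a median log2FC of 0.74 and an adjusted p from 0.0954 to 0.0977. RT1-Da (ENSRNOG00000032844) was 81.0 ± 2.90 CPM in naïve females and 49.1 ± 3.96 CPM in naïve males (log2FC 0.73, SE 0.0875). Cd74 (ENSRNOG00000018735) was 228 ± 0.296 CPM in naïve females and 147 ± 18.7 CPM in naïve males (log2FC 0.64, SE 0.107). RT1 genes are close paralogs, among which the counting of reads can be split. With DESeq2's size factors or upper-quartile normalization, all 12 subunits and all 4 MHC genes kept their direction. These settings moved the naïve log2FC by a median of 0.0029 and -0.0024, too little to reverse any of them. Adjusted over the list alone, 2 subunits and 4 MHC genes passed both thresholds, which is not independent evidence since the paper's tables picked them.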

GO pathways associated with genes that had relatively increased expression in the female naive DRG were different from that in males and include NADH dehydrogenase complex assembly (GO:0010257), ATP metabolic process (GO:0046034), and Antigen process and presentation of antigen via MHC class II (GO: 0002495).

**Fig. 2:**
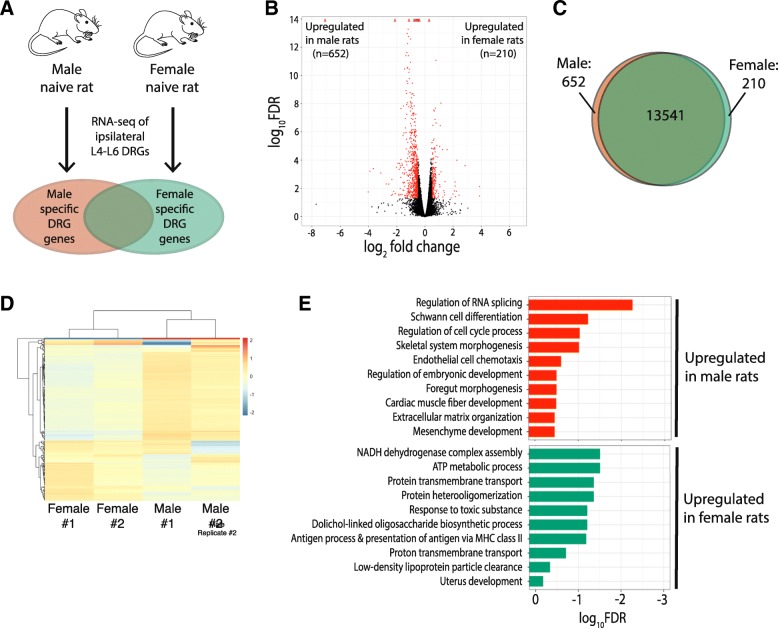
Sex differences of gene expression in DRGs from naïve rats. **a** Schematic diagram of experiment. RNA-seq performed on ipsilateral L4-L6 DRGs from naïve male and female rats. Differentially expressed genes (DEG) in one sex are identified by a |log_2_fold change (FC)| > 0.5 and an FDR < 0.05. **b** Volcano plot of differential gene expression in naïve rats between male and female rats. Significant genes are designated in red. Fold change represents the ratio of gene expression in female to male rats. **c** Venn diagram representing the number of genes expressed in males (orange), females (green), and in both sexes (overlap). **d** Heatmap that show the log_2_FC of the 200 most variable genes between naïve male and naive female rats. **e** Gene ontology pathways associated with increased expression of genes in male (top; orange) and female (bottom; green) naïve DRG. *DRG* dorsal root ganglion

### Differentially regulated genes in DRGs after nerve injury in male rats

To determine the effects of peripheral nerve injury on gene expression in the DRGs of male rats, we evaluated RNA-seq data obtained 14 days after CCI and compared these expression profiles to those from naive males (Fig. 3a). Compared to naive DRGs, DRGs from male CCI rats differentially expressed 2824 genes (19.5%) (Fig. 3b). Of these 2824 differential genes, 1185 genes (42.0%) were upregulated after injury and 1639 genes (58.0%) were downregulated after injury (Fig. 3b). 

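After CCI in males, 3663 of the genes tested (21.6%) passed both thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p under 0.05 alone was reached by 6447 genes and an unadjusted p under 0.05 by 8370. The common dispersion of the 4 male libraries was 0.0478 (biological coefficient of variation 21.9%). The alternative that moved the count most was edgeR's glmTreat, which tests against an absolute log2FC of 0.5 instead of 0, with 340 upregulated and 628 downregulated genes.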

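Of the genes called in males, 1537 (42.0%) were upregulated and 2126 were downregulated. In each of them both CCI males lay outside the range of the naïve males, which was the case for 12375 (72.8%) of all genes tested. After Reg3b (ENSRNOG00000006151), the largest increases among genes with a mean log2 CPM of at least 1 were those of Stac2 (ENSRNOG00000004805), from 0.982 ± 0.0638 CPM to 23.7 ± 0.495 CPM (log2FC 4.59, SE 0.108, adjusted p = 0.00279), and Mybpc1 (ENSRNOG00000056493), from 1.30 ± 0.160 CPM to 13.2 ± 1.06 CPM (log2FC 3.35, SE 0.160, adjusted p = 0.00565). Mybpc1 is also a gene of skeletal muscle, and 8 of 10 named muscle genes were called upregulated in males. All 10 had a log2FC above 0, but that of Pvalb was 0.06 (adjusted p = 0.647). Best1 (ENSRNOG00000020346) decreased from 123 ± 30.0 CPM to 9.25 ± 10.9 CPM (log2FC -3.71, SE 0.997, adjusted p = 0.0405). Its values in the 2 CCI males were far apart, and with each male left out in turn its log2FC ranged from -6.31 to -2.85. Tnfrsf25 (ENSRNOG00000021814) decreased from 11.8 ± 3.30 CPM to 1.60 ± 0.249 CPM (log2FC -2.87, SE 0.250, adjusted p = 0.00565).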

Despite the use of naïve rats as the comparison group, we found that a large number of upregulated genes after CCI (e.g., *Reg3b*, *Vgf*, *Atf3*, *Cacna2d1*, *Gal*, *Npy*, *Gap43*) are the same as those previously reported to be upregulated in the DRG after nerve injury which used sham-operated rats as the comparison group [16, 18]. 

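Of the 7 genes listed, 6 have an identifier in the paper's tables, and Npy is not analysed here. All 6 were called in males. Reg3b (ENSRNOG00000006151) increased from 0.724 ± 0.246 CPM in naïve males to 19.4 ± 1.15 CPM in CCI males (log2FC 4.75, SE 0.245, adjusted p = 0.00565). Atf3 (ENSRNOG00000003745) rose from 11.4 ± 0.494 CPM to 69.3 ± 2.24 CPM (log2FC 2.61, SE 0.0724, adjusted p = 0.00315), and its change differed between the sexes. Gal (ENSRNOG00000015156) went from 3.66 ± 0.144 CPM to 21.5 ± 0.186 CPM (log2FC 2.56, SE 0.0899, adjusted p = 0.00453). The increase of Vgf (ENSRNOG00000001416), from 21.2 ± 11.0 CPM to 88.7 ± 34.6 CPM, came with the widest spread of the 6 (log2FC 2.07, SE 0.446, adjusted p = 0.0224), and with each male left out in turn its log2FC ranged from 1.61 to 2.72. Cacna2d1 (ENSRNOG00000033531) changed from 67.5 ± 7.57 CPM to 238 ± 11.3 CPM (log2FC 1.82, SE 0.104, adjusted p = 0.00565). Gap43 (ENSRNOG00000001528) showed the smallest increase of the 6, from 222 ± 19.9 CPM to 423 ± 18.9 CPM (log2FC 0.93, SE 0.0949, adjusted p = 0.00565). With these genes as examples, the paper states that many genes upregulated after CCI are genes that earlier studies with sham-operated rats had also found upregulated. 

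**Figure D1:**
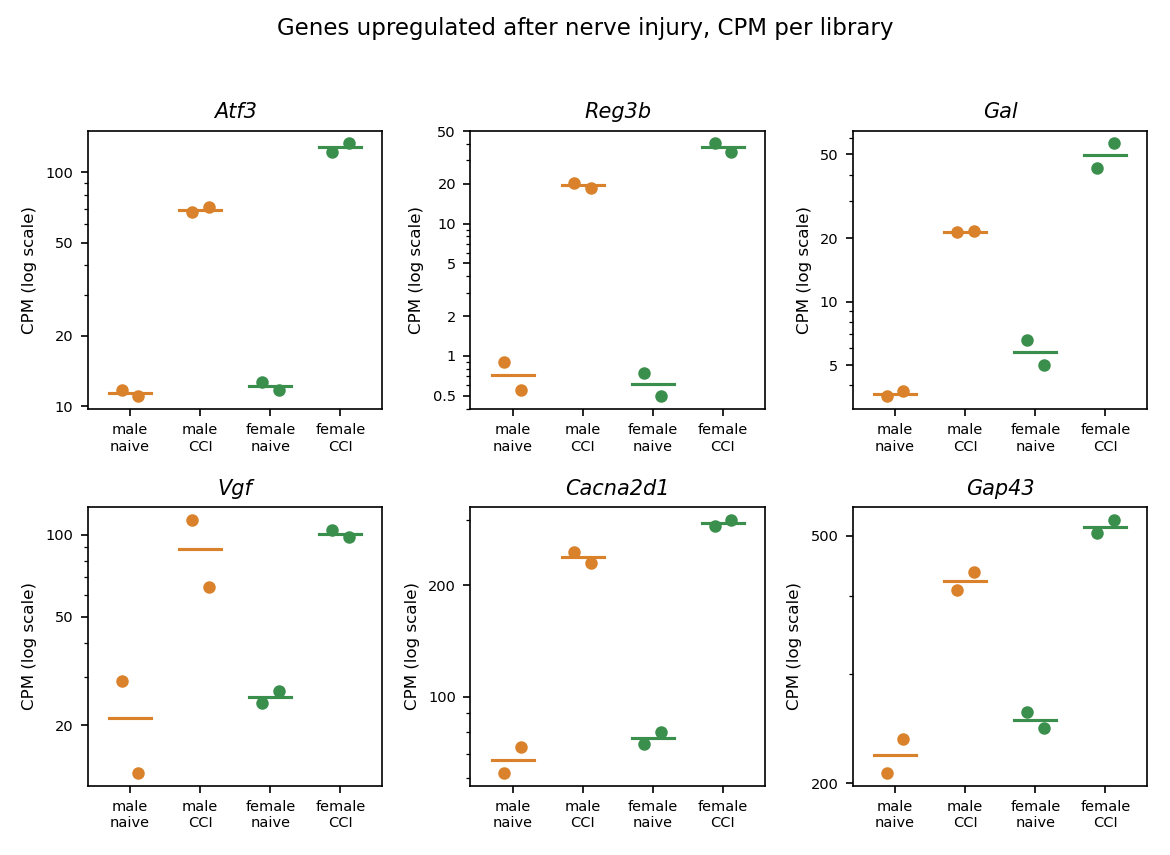
CPM on a log axis of Atf3, Reg3b, Gal, Vgf, Cacna2d1 and Gap43 in each of the 8 libraries, by group. Points are single rats (2 per group), lines are group means, males are orange and females green. In all 6 genes both CCI males lie above both naïve males, and both CCI females above both naïve females.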

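Table 1 and Table 2 each list 25 genes, and all of them were tested and called in males in the paper's direction. The genes of Table 1 had a log2FC from 0.95 to 5.65 with an adjusted p from 0.00279 to 0.00565, and those of Table 2 had a log2FC from -2.30 to -1.14. No group of libraries was at 3 counts or fewer for any of them. Car3 (ENSRNOG00000010079) of Table 1 increased from 2.22 ± 0.252 CPM to 22.5 ± 0.203 CPM (log2FC 3.34, SE 0.120, adjusted p = 0.00453), although in females its values moved the other way and depended on 1 library (leave-one-out log2FC -2.99 to 0.83). Of Table 2, Leng8 (ENSRNOG00000018642) decreased to 94.1 ± 4.55 CPM in CCI males (log2FC -2.30, SE 0.166, adjusted p = 0.00565), Mbp (ENSRNOG00000016516) from 8537 ± 1176 CPM to 2113 ± 66.6 CPM (log2FC -2.01, SE 0.118, adjusted p = 0.00565) and Bcas1 (ENSRNOG00000012906) from 184 ± 22.6 CPM to 48.7 ± 3.71 CPM (log2FC -1.92, SE 0.108, adjusted p = 0.00565). In females, 22 of the 25 genes of Table 1 and 12 of the 25 genes of Table 2 were also called in the same direction. The change after CCI differed between the sexes by edgeR's test of the interaction term in 2 genes of Table 1 and 10 genes of Table 2.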

The top 25 upregulated and downregulated genes after CCI ranked by the false discovery rate (FDR) are listed in Table 1 and Table 2, respectively. GO analysis of the upregulated transcripts confirmed significant enrichment among nerve injury and pain related processes (Fig. 3c). A total of 38 genes were present in the three most significant GO biological processes and include voltage-gated ion channels (e.g., Cacna1a, Cacna1b, Cacna1e, Scn9a), ligand-gated ion channels (e.g., Chrnb2, Grin1, Htr3a), and G-protein coupled receptors (e.g., Cnr1, Npy2r, Oprm1) (Fig. 3d). 

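Of the 38 genes in Fig. 3d, 12 have an identifier in the paper's tables. All 12 were upregulated in males, over all genes and adjusted over the list alone, with a log2FC from 0.55 to 1.72 and a median of 0.82. The list was picked by the study from these libraries, so the count adjusted over the list alone is not independent evidence. Scn9a (ENSRNOG00000006639) increased from 308 ± 30.1 CPM to 694 ± 24.5 CPM (log2FC 1.17, SE 0.0983, adjusted p = 0.00565). Htr3a (ENSRNOG00000006595) increased from 125 ± 5.07 CPM to 188 ± 4.64 CPM (log2FC 0.59, SE 0.0677, adjusted p = 0.00617) and Htr3b (ENSRNOG00000006920) from 87.4 ± 4.50 CPM to 142 ± 1.05 CPM (log2FC 0.70, SE 0.0680, adjusted p = 0.00565). Adcyap1 (ENSRNOG00000049882) rose from 55.8 ± 3.81 CPM to 143 ± 2.77 CPM (log2FC 1.36, SE 0.0782, adjusted p = 0.00565). In females, 2 of the 12 genes were called. By the interaction term the change differed between the sexes in 2 of the 12, Htr3a (log2FC -0.65, adjusted p = 0.0430) and Htr3b (log2FC -0.72, adjusted p = 0.0483). Cacna1a, Cacna1b, Cacna1e, Chrnb2, Grin1, Cnr1 and Npy2r are not analysed here.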

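Of the 9 genes called higher in naïve males by edgeR, 1 (11.1%) was downregulated and 0 were upregulated after CCI in males, and 7 had a log2FC below 0. With edgeR fitted over all 8 libraries, 585 of 693 genes (84.4%) were downregulated and 7 upregulated, and with DESeq2 on the libraries compared 618 of 736 (84.0%) were downregulated and 6 upregulated. Both comparisons use the same 2 naïve male libraries, so a high value in them by chance would produce part of this share. The size of that part was measured on simulated data sets in which no gene changed between groups, 20 with the same spread in all groups and 20 with the spread of each sex. Of the 693 genes with the highest values in simulated naïve males, a log2FC below -0.5 after CCI was found in 39.9% (at most 43.1%) and 52.6% (at most 56.1%) on average, against 86.3% of the 693 observed genes. Over all genes, the correlation of the log2FC between the naïve sexes with that after CCI in males was 0.423, under the means of 0.492 and 0.599 in the simulated sets.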

Among the 652 genes that showed increased expression in DRGs of naïve male rats compared to female naïve rats, 549 genes (84.2%) were downregulated following CCI whereas only 7 genes (1.1%) were upregulated following CCI.

**Fig. 3:**
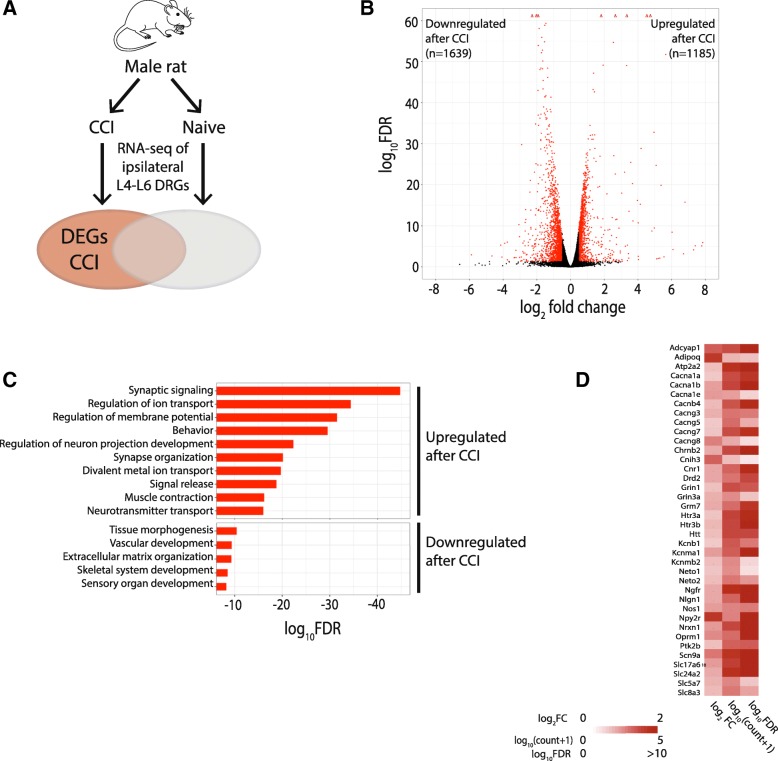
Differential gene expression between CCI and naïve groups in male rats. **a** Schematic diagram of experiment. Male rats were randomly assigned to the naïve group or receive CCI. RNA-seq performed on ipsilateral L4-L6 DRGs from each animal. Differentially expressed genes (DEG) are defined as genes expressed after CCI versus naïve with a |log_2_FC| > 0.5 and an adjusted *p*-value < 0.05. **b** Volcano plot showing RNA-seq data of DRGs from naïve male rats and male rats following CCI. DEGs are designated in red. Triangles represent genes with extremely high log_10_FDR values. **c** Gene ontology pathways associated with increased (top) and decreased (bottom) differential expression in CCI versus naive. **d** Heatmap that shows the log_2_FC, log_10_(gene count + psuedocount of 1), and the –log_10_FDR for the upregulated genes enriched in the top 3 GO terms shown in **c**). *DRG* dorsal root ganglia, *CCI* chronic constriction injury, *FC* fold change, *FDR* false discovery rate

**Table 1:** Top 25 differentially upregulated genes following CCI in males

Ensembl ID	*Symbol*	Full gene name	log2 Fold Change	Standard error	FDR
ENSRNOG00000003745	*Atf3*	Activating transcription factor 3	2.59	0.11	1.10E-121
ENSRNOG00000004805	*Stac2*	SH3 and cysteine rich domain 2	4.58	0.20	3.87E-111
ENSRNOG00000006151	*Reg3b*	Regenerating family member 3 beta	4.74	0.23	1.76E-89
ENSRNOG00000010079	*Car3*	Carbonic anhydrase 3	3.32	0.17	5.73E-80
ENSRNOG00000033531	*Cacna2d1*	Calcium voltage-gated channel auxiliary subunit alpha2delta 1	1.80	0.10	1.89E-71
ENSRNOG00000015156	*Gal*	Galanin and GMAP prepropeptide	2.54	0.16	2.02E-55
ENSRNOG00000018808	*Vip*	Vasoactive intestinal peptide	5.65	0.36	1.79E-52
ENSRNOG00000010803	*Gabra5*	Gamma-aminobutyric acid type A receptor alpha 5 subunit	1.93	0.13	7.30E-50
ENSRNOG00000056493	*Mybpc1*	Myosin binding protein C, slow type	3.33	0.22	8.95E-50
ENSRNOG00000017333	*Syt4*	Synaptotagmin 4	1.37	0.09	6.47E-48
ENSRNOG00000049882	*Adcyap1*	Adenylate cyclase activating polypeptide 1	1.34	0.09	6.37E-44
ENSRNOG00000013654	*Cbln2*	Cerebellin 2 precursor	1.42	0.10	2.33E-43
ENSRNOG00000006639	*Scn9a*	Sodium voltage-gated channel alpha subunit 9	1.16	0.09	3.63E-35
ENSRNOG00000010478	*Serpina3n*	Serine (or cysteine) peptidase inhibitor, clade A, member 3 N	4.95	0.40	1.71E-33
ENSRNOG00000015220	*Crtac1*	Cartilage acidic protein 1	1.43	0.12	7.35E-33
ENSRNOG00000007324	*Plxna2*	Plexin A2	1.30	0.10	7.35E-33
ENSRNOG00000004874	*Flrt3*	Fibronectin leucine rich transmembrane protein 3	1.18	0.10	9.78E-33
ENSRNOG00000004067	*Nrcam*	Neuronal cell adhesion molecule	1.05	0.09	7.15E-32
ENSRNOG00000047466	*Bdnf*	Brain-derived neurotrophic factor	1.34	0.11	8.21E-32
ENSRNOG00000024832	*Gpr158*	G protein-coupled receptor 158	1.26	0.10	8.77E-32
ENSRNOG00000053334	*Stmn4*	Stathmin 4	1.45	0.12	1.46E-29
ENSRNOG00000018598	*Ankrd1*	Ankyrin repeat domain 1	4.19	0.36	1.47E-29
ENSRNOG00000007354	*Trpa1*	Transient receptor potential cation channel, subfamily A, member 1	1.15	0.10	3.17E-29
ENSRNOG00000017445	*Tubb2b*	Tubulin, beta 2B class IIb	1.00	0.09	1.83E-28
ENSRNOG00000011696	*Lifr*	Leukemia inhibitory factor receptor alpha	0.93	0.08	3.32E-28

**Table 2:** Top 25 differentially downregulated genes following CCI in males

Ensembl ID	*Symbol*	Full gene name	log2 Fold Change	Standard error	FDR
ENSRNOG00000016516	*Mbp*	Myelin basic protein	−2.03	0.09	1.20E-104
ENSRNOG00000018642	*Leng8*	Leukocyte receptor cluster member 8	−2.32	0.12	2.45E-80
ENSRNOG00000012906	*Bcas1*	Breast carcinoma amplified sequence 1	−1.93	0.10	3.11E-74
ENSRNOG00000020942	*Plekha4*	Pleckstrin homology domain containing A4	−1.46	0.09	4.65E-60
ENSRNOG00000026704	*Drp2*	Dystrophin related protein 2	−1.53	0.09	1.37E-59
ENSRNOG00000010626	*Sphk1*	Sphingosine kinase 1	−1.86	0.11	8.00E-59
ENSRNOG00000025768	*Clk1*	CDC-like kinase 1	−1.71	0.10	1.23E-56
ENSRNOG00000018369	*Prx*	Periaxin	−1.54	0.10	1.45E-55
ENSRNOG00000013387	*Tpcn2*	Two pore segment channel 2	−1.91	0.12	1.16E-54
ENSRNOG00000030266	*Plekhg2*	Pleckstrin homology and RhoGEF domain containing G2	−1.67	0.11	1.58E-53
ENSRNOG00000008782	*Pnisr*	PNN interacting serine and arginine rich protein	−1.72	0.11	6.57E-53
ENSRNOG00000048139	*Ncmap*	Noncompact myelin associated protein	−1.65	0.11	7.10E-51
ENSRNOG00000061731	*Plxnb3*	Plexin B3	−1.76	0.12	3.68E-49
ENSRNOG00000003809	*Sat1*	Spermidine/spermine N1-acetyl transferase 1	−1.36	0.09	3.78E-49
ENSRNOG00000020763	*Snrnp70*	Small nuclear ribonucleoprotein U1 subunit 70	−1.66	0.11	5.41E-49
ENSRNOG00000017309	*Rsrp1*	Arginine and serine rich protein 1	−1.81	0.12	9.01E-49
ENSRNOG00000060614	*Pxdn*	Peroxidasin homolog (Drosophila)	−1.35	0.09	7.10E-47
ENSRNOG00000018748	*Slc16a11*	Solute carrier family 16, member 11	−1.62	0.11	3.90E-46
ENSRNOG00000020525	*Col5a3*	Collagen type V alpha 3 chain	−1.63	0.11	4.46E-44
ENSRNOG00000007657	*Col27a1*	Collagen type XXVII alpha 1 chain	−1.93	0.13	1.02E-43
ENSRNOG00000029535	*Nrbp2*	Nuclear receptor binding protein 2	−1.46	0.10	2.00E-42
ENSRNOG00000009951	*Aif1l*	Allograft inflammatory factor 1-like	−1.52	0.11	3.17E-42
ENSRNOG00000011921	*Dusp4*	Dual specificity phosphatase 4	−1.52	0.11	4.30E-42
ENSRNOG00000001254	*Col6a2*	Collagen type VI alpha 2 chain	−1.16	0.08	4.72E-42
ENSRNOG00000006209	*Mbd6*	Methyl-CpG binding domain protein 6	−1.60	0.12	1.12E-39

### Differentially regulated genes in DRGs after nerve injury in female rats

To determine the effects of peripheral nerve injury on gene expression in female rats, we evaluated RNA-seq data at 14 days after CCI, and compared the expression profiles to those from the naive females (Fig. 4a). In comparison to naive DRGs, 817 (5.7%) genes were differentially regulated after nerve injury (Fig. 4b). Of these 817 differential genes, 471 genes (57.6%) were upregulated after injury and 346 genes (42.3%) were downregulated. 

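In females, 967 of the 16988 genes tested (5.69%) passed both thresholds after CCI by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p under 0.05 alone was reached by 1560 genes and an unadjusted p under 0.05 by 4882. The common dispersion of the 4 female libraries was 0.00942 (biological coefficient of variation 9.70%). With glmTreat, the alternative that moved the count most, 132 genes were upregulated and 29 downregulated.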

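Among the genes called in females, 627 (64.8%) were upregulated and 340 were downregulated. Reg3b (ENSRNOG00000006151) increased from 0.618 ± 0.172 CPM in naïve females to 37.7 ± 3.83 CPM in CCI females (log2FC 5.90, SE 0.184, adjusted p = 8.98e-06), Vip (ENSRNOG00000018808) from 0.540 ± 0.106 CPM to 26.7 ± 0.408 CPM (log2FC 5.62, SE 0.165, adjusted p = 8.12e-06), and Stac2 (ENSRNOG00000004805) from 1.20 ± 0.394 CPM to 42.3 ± 1.03 CPM (log2FC 5.11, SE 0.178, adjusted p = 1.57e-05). Among genes with a mean log2 CPM of at least 1, the largest decreases were those of the hemoglobin genes Hbb-b1 (ENSRNOG00000047098), from 128 ± 29.3 CPM to 12.2 ± 1.08 CPM (log2FC -3.41, SE 0.168, adjusted p = 0.000112), Hba2 (ENSRNOG00000047321), from 222 ± 70.2 CPM to 23.8 ± 1.72 CPM (log2FC -3.23, SE 0.208, adjusted p = 0.000296), and LOC100134871 (ENSRNOG00000061299), from 290.3 ± 73.9 CPM to 31.4 ± 3.05 CPM (log2FC -3.22, SE 0.178, adjusted p = 0.000179). Hemoglobin genes are paralogs that can share reads, and they also differed between the 2 naïve males, with Hbb-b1 at 34.5 ± 36.6 CPM across them. With edgeR fitted over all 8 libraries, Hba2 and LOC100134871 were no longer called.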

The top 25 upregulated and downregulated genes after CCI ranked by DR are listed in Table 3 and Table 4, respectively. 

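All 25 genes of Table 3 and all 25 genes of Table 4 were called in females in the paper's direction. Those of Table 3 had a log2FC from 1.02 to 8.10 and an adjusted p of at most 0.00129, and those of Table 4 a log2FC from -3.41 to -0.67 and an adjusted p of at most 0.0224. Atf3 (ENSRNOG00000003745) of Table 3 increased from 12.2 ± 0.658 CPM in naïve females to 128 ± 7.51 CPM in CCI females (log2FC 3.37, SE 0.0939, adjusted p = 8.12e-06). In males, all 25 genes of Table 3 and 9 of the 25 genes of Table 4 were called in the same direction. By the interaction term, 1 gene of Table 3, Atf3 (log2FC 0.78, adjusted p = 0.0412), and 1 gene of Table 4 differed between the sexes.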

GO analysis identified that 2 of the top enriched GO biological processes in the differentially expressed genes in females are shared between males and females following nerve injury (i.e., Behavior (GO:0007610), Regulation of Ion Transport (GO:0043269); Fig. 4c). However, even though males and females share enrichment in these biological processes, just 20 and 23% of these genes are common to both males and females (Additional file 3). A total of 130 genes show enrichment in the “Positive regulation of nervous system development” GO biological process and include genes that encode for cytokines (e.g., Il6, Il1r1), chemokines (e.g., Cxcl13, Cxcl9), and enzymes (e.g., Doux2, Gch1, Tnik) (Fig. 4d). 

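Of the 30 genes in Fig. 4d, 8 have an identifier in the paper's tables. All 8 were upregulated in females, over all genes and adjusted over the list alone, with a median log2FC of 1.22 (from 0.55 to 3.09). The study picked them on these libraries, so the latter count is not independent evidence. In males, 5 of the 8 were also called, and none of the 8 differed between the sexes by the interaction term (6 at an unadjusted p under 0.05). Cxcl9 (ENSRNOG00000022242) increased from 3.74 ± 0.336 CPM to 8.54 ± 1.99 CPM in females (log2FC 1.18, SE 0.200, adjusted p = 0.0144). In males it was 4.56 ± 0.425 CPM before and 4.81 ± 0.0219 CPM after CCI (log2FC 0.08, SE 0.137, adjusted p = 0.669), a difference whose direction changed when 1 male was left out, and the test of the difference between the sexes gave an adjusted p of 0.0711. Tnik (ENSRNOG00000012422) increased in females from 34.2 ± 2.36 CPM to 88.0 ± 4.85 CPM (log2FC 1.35, SE 0.0904, adjusted p = 0.000333) and in males from 37.3 ± 1.01 CPM to 69.7 ± 1.79 CPM (log2FC 0.91, SE 0.0694, adjusted p = 0.00565). Gal (ENSRNOG00000015156) rose in females from 5.78 ± 1.09 CPM to 49.9 ± 9.34 CPM (log2FC 3.09, SE 0.171, adjusted p = 0.000179), Adcyap1 (ENSRNOG00000049882) from 42.3 ± 6.14 CPM to 155 ± 3.08 CPM (log2FC 1.87, SE 0.109, adjusted p = 0.000241), and Bdnf (ENSRNOG00000047466) from 27.0 ± 0.215 CPM to 65.3 ± 0.482 CPM (log2FC 1.26, SE 0.0809, adjusted p = 0.000296). Il6, Il1r1, Cxcl13, Gch1 and Doux2 are not analysed here.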

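Of the 3 genes called higher in naïve females by edgeR, 2 (66.7%) were downregulated and 0 were upregulated after CCI in females, and all 3 had a log2FC below 0. With edgeR fitted over all 8 libraries, 22 of 213 genes (10.3%) were downregulated and 8 upregulated, and with DESeq2 56 of 278 (20.1%) were downregulated and 6 upregulated. The naïve female libraries enter both comparisons. Of the 213 genes that edgeR called, a log2FC below -0.5 after CCI in females was found in 23.9%. In data sets simulated without change it was found in 47.6% with the same spread in all groups and in 19.6% (at most 26.3%) with the spread of each sex. By this measure the observed share is not above that of the simulated sets with either spread, whose genes were picked by a fit on 4 libraries and not 8. The share called downregulated went the other way. Set beside the simulations with the same spread, it was 12.7% observed against 0.399% (at most 0.939%) simulated. It was not computed with the spread of each sex.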

Among the 210 genes with increased expression in naive DRGs of female rats compared to the naïve male rats, 30 (14.2%) were downregulated and 4 (1.9%) were upregulated following CCI.

**Fig. 4:**
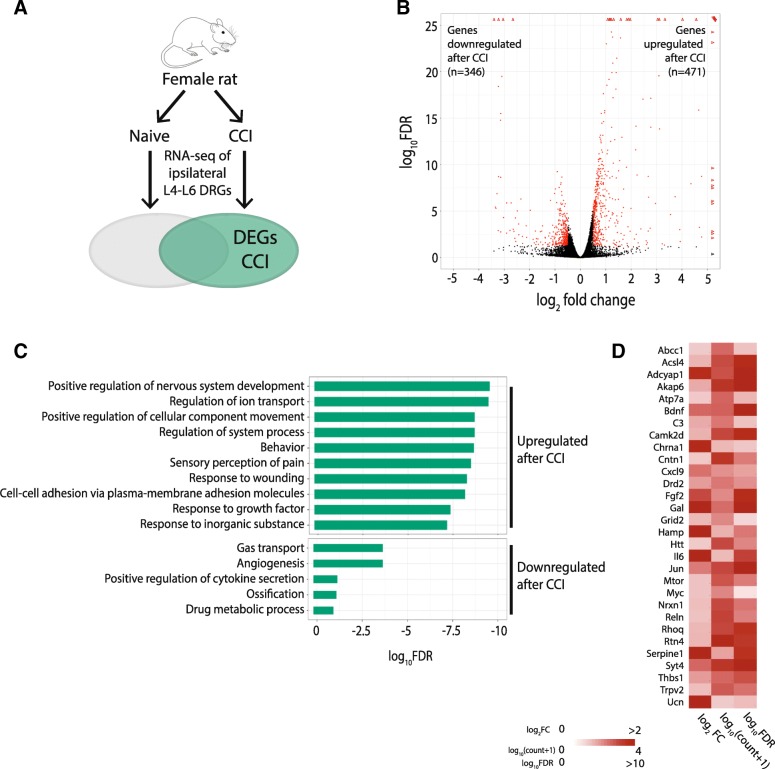
Differential gene expression between CCI and naïve groups in female rats. **a** Schematic diagram of experiment. Female rats were randomly assigned to the naïve group or receive CCI. RNA-seq performed on ipsilateral L4-L6 DRGs from each animal. Differentially expressed genes (DEG) are defined as genes expressed after CCI versus naïve with a |log_2_FC| > 0.5 and an FDR < 0.05. **b** Volcano plot showing RNA-seq data of DRGs from naïve female rats and male rats following CCI. DEGs are designated in red. Triangles represent genes with extremely high log_10_FDR and/or log_2_FC values. **c** Gene ontology pathways associated with increased (top) and decreased (bottom) differential expression in CCI versus naïve. **d** Heatmap that shows the log_2_FC, log_10_(gene count + psuedocount of 1), and the –log_10_FDR for the upregulated genes enriched in the top 2 GO terms shown in **c**). *DRG* dorsal root ganglia, *CCI* chronic constriction injury, *FC* fold change, *FDR* false discovery rate

**Table 3:** Top 25 differentially upregulated genes following CCI in females

Ensembl ID	*Symbol*	Full gene name	log2 Fold Change	Standard error	FDR
ENSRNOG00000003745	*Atf3*	Activating transcription factor 3	3.38	0.12	5.16E-171
ENSRNOG00000004805	*Stac2*	SH3 and cysteine rich domain 2	5.12	0.20	2.98E-135
ENSRNOG00000006151	*Reg3b*	Regenerating family member 3 beta	5.91	0.25	2.92E-122
ENSRNOG00000018808	*Vip*	Vasoactive intestinal peptide	5.63	0.26	8.71E-98
ENSRNOG00000033531	*Cacna2d1*	Calcium voltage-gated channel auxiliary subunit alpha2delta 1	1.93	0.10	1.21E-74
ENSRNOG00000015156	*Gal*	Galanin and GMAP prepropeptide	3.10	0.17	1.42E-67
ENSRNOG00000001416	*Vgf*	VGF nerve growth factor inducible	1.98	0.12	1.87E-58
ENSRNOG00000049882	*Adcyap1*	Adenylate cyclase activating polypeptide 1	1.87	0.12	2.61E-51
ENSRNOG00000020136	*Tgm1*	Transglutaminase 1	5.11	0.34	4.71E-47
ENSRNOG00000004874	*Flrt3*	Fibronectin leucine rich transmembrane protein 3	1.66	0.11	1.82E-44
ENSRNOG00000010478	*Serpina3n*	Serine (or cysteine) peptidase inhibitor, clade A, member 3 N	8.15	0.60	2.29E-39
ENSRNOG00000017333	*Syt4*	Synaptotagmin 4	1.26	0.09	3.28E-37
ENSRNOG00000000065	*Pde6b*	Phosphodiesterase 6B	4.01	0.31	1.22E-34
ENSRNOG00000003031	*Atp2b4*	ATPase plasma membrane Ca2+ transporting 4	1.36	0.11	3.05E-33
ENSRNOG00000018598	*Ankrd1*	Ankyrin repeat domain 1	4.56	0.37	8.96E-33
ENSRNOG00000019447	*Ecel1*	Endothelin converting enzyme-like 1	3.05	0.25	6.10E-32
ENSRNOG00000001476	*Cldn4*	Claudin 4	6.36	0.53	1.11E-30
ENSRNOG00000017445	*Tubb2b*	Tubulin, beta 2B class IIb	1.16	0.10	7.43E-28
ENSRNOG00000012422	*Tnik*	TRAF2 and NCK interacting kinase	1.35	0.12	3.79E-27
ENSRNOG00000013521	*Dhfr*	Dihydrofolate reductase	1.25	0.11	1.04E-26
ENSRNOG00000005615	*Gadd45a*	Growth arrest and DNA-damage-inducible, alpha	1.22	0.11	5.32E-25
ENSRNOG00000013496	*Crisp3*	Cysteine-rich secretory protein 3	6.65	0.61	5.43E-25
ENSRNOG00000047466	*Bdnf*	Brain-derived neurotrophic factor	1.27	0.12	1.89E-24
ENSRNOG00000010803	*Gabra5*	Gamma-aminobutyric acid type A receptor alpha 5 subunit	1.58	0.15	2.36E-24
ENSRNOG00000001528	*Gap43*	Growth associated protein 43	1.02	0.10	1.01E-23

**Table 4:** Top 25 differentially downregulated genes following CCI in females

Ensembl ID	*Symbol*	Full gene name	log2 Fold Change	Standard error	FDR
ENSRNOG00000047098	*Hbb-b1*	Hemoglobin, beta adult major chain	−3.41	0.16	1.87E-100
ENSRNOG00000061299	*LOC100134871*	Beta globin minor gene	−3.22	0.15	5.47E-94
ENSRNOG00000045989	*Hba-a1*	Hemoglobin alpha, adult chain 1	−3.02	0.23	8.70E-37
ENSRNOG00000000167	*Alas2*	5′-aminolevulinate synthase 2	−2.73	0.24	2.67E-26
ENSRNOG00000020951	*Slc4a1*	Solute carrier family 4 member 1	−3.09	0.31	3.26E-20
ENSRNOG00000047321	*Hba2*	Hemoglobin, alpha 2	−3.23	0.34	3.87E-19
ENSRNOG00000058105	*Hbb*	Hemoglobin subunit beta	−3.14	0.36	3.24E-16
ENSRNOG00000029886	*Hba1*	Hemoglobin, alpha 1	−3.15	0.36	1.68E-15
ENSRNOG00000032002	*Hapln1*	Hyaluronan and proteoglycan link protein 1	−0.91	0.13	5.84E-10
ENSRNOG00000024330	*Ngp*	Neutrophilic granule protein	−3.22	0.48	1.97E-09
ENSRNOG00000000814	*Fabp7*	Fatty acid binding protein 7	−0.73	0.11	2.23E-09
ENSRNOG00000028707	*Np4*	Defensin NP-4 precursor	−3.14	0.47	2.35E-09
ENSRNOG00000018958	*Mt3*	Metallothionein 3	−0.77	0.12	9.01E-09
ENSRNOG00000048139	*Ncmap*	Noncompact myelin associated protein	−0.78	0.12	1.33E-08
ENSRNOG00000006471	*Pvalb*	Parvalbumin	−0.84	0.13	2.91E-08
ENSRNOG00000017619	*Aldh1a1*	Aldehyde dehydrogenase 1 family, member A1	−0.98	0.16	4.22E-08
ENSRNOG00000003809	*Sat1*	Spermidine/spermine N1-acetyl transferase 1	−0.74	0.12	8.26E-08
ENSRNOG00000010402	*Hspb2*	Heat shock protein family B (small) member 2	−1.01	0.17	1.31E-07
ENSRNOG00000011917	*Cd79b*	CD79b molecule	−3.28	0.55	1.36E-07
ENSRNOG00000016752	*Crispld2*	Cysteine-rich secretory protein LCCL domain containing 2	−0.73	0.12	1.98E-07
ENSRNOG00000019183	*Alox15*	Arachidonate 15-lipoxygenase	−2.34	0.41	5.15E-07
ENSRNOG00000013228	*Scrg1*	Stimulator of chondrogenesis 1	−1.18	0.21	7.18E-07
ENSRNOG00000010031	*Vtn*	Vitronectin	−0.67	0.12	7.18E-07
ENSRNOG00000010408	*Polr2k*	RNA polymerase II subunit K	−0.93	0.17	1.26E-06
ENSRNOG00000019660	*Spib*	Spi-B transcription factor	−2.73	0.49	1.35E-06

### Comparison of differentially regulated genes in DRGs after nerve injury between males and females

To identify sex-specific transcriptional changes that occur following peripheral nerve injury, we compared the lists of differentially expressed genes after CCI between male and female rats (Fig. 5a). We first visualized the extent of similarity/dissimilarity in the transcriptional profiles of the individual samples using the first two principal components from principal component analysis of all genes (Fig. 5b). 

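Principal component analysis of log2 CPM of all 16988 genes tested, with a prior count of 2, placed 36.0% of the variance on the first component and 25.1% on the second, together 61.2%, and 16.6% on the third. The sum had a jackknife SD of 3.01 over the 8 fits that each left out 1 library. On the first 2 components, the 2 naïve males lay 77.9 units apart and the 2 CCI males 62.9, while the centres of the naïve males and naïve females were 38.4 apart and those of the CCI males and CCI females 44.4. The 2 naïve females lay 10.4 units apart and the 2 CCI females 14.3. Restricting the analysis to the 500 most variable genes moved the sum on the first 2 components most, to 70.2%.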

The first two principal components accounted for a total of 79% of the total variance among the samples and produced distinct clusters of the samples by treatment condition (i.e., naive, CCI) and sex. This segregation of samples was confirmed by hierarchical clustering of the top 200 genes that showed the greatest variability across all groups (Fig. 5c). 

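For the 200 genes with the greatest variance of log2 CPM across all 8 libraries, the nearest library of each female library was the other library of its group, with Pearson's r across genes of 0.891 in naïve females and 0.848 in CCI females. The nearest library of naïve male 1 was CCI male 1 (r = 0.737) and that of naïve male 2 was CCI male 2 (r = 0.593). These correlations are across genes, which are not independent replicates. Divided into 2 clusters, the tree parted the male from the female libraries. Divided into 4 clusters, it held the naïve females and the CCI females in a cluster each, and the male libraries in 2 clusters by replicate number.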

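By edgeR's quasi-likelihood test, 4062 genes were called after CCI in males or females, and 568 (14.0%) were called in both, where 208.5 would be shared by chance (exact hypergeometric test, p = 9.91e-149, which takes genes as independent). Of these 568 genes, 561 changed in the same direction. Across all genes tested, the log2FC of males and females correlated with Pearson's r = 0.52, and 69.4% had the same sign. Of the genes called in males, 91.0% had the same sign in females, and the slope of the female on the male log2FC was 0.498. Of the genes called in females, 90.9% had the same sign in males, with a slope of 1.01. The alternative that moved the shared count most was glmTreat, with 92 genes called in both sexes. A call in 1 sex alone is no test of a difference between the sexes.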

Of the 3127 genes that were differentially regulated between males and females, only 514 genes (16.4%) were common to both males and females regardless of direction of transcriptional changes (Fig. 5d).

**Fig. 5:**
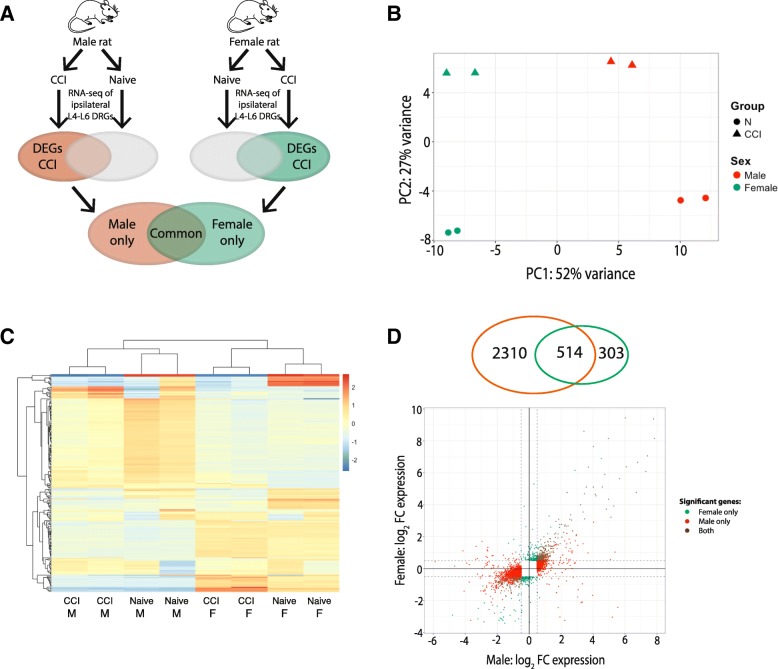
Comparison of differential gene expression between CCI and naïve groups in male and female rats. **a** Schematic diagram of experiment. Male and female rats were randomly assigned to the naïve group or receive CCI. RNA-seq performed on ipsilateral L4-L6 DRGs from each animal. Differentially expressed genes (DEG) defined as genes expressed after CCI versus naïve with a |log_2_FC| > 0.5 and an FDR < 0.05. **b** Principal component analysis of male and female rats from the naïve and CCI groups. **c** Heatmap that shows the log_2_FC of the 200 most differentially expressed genes between the CCI and Naïve groups in female and male rats. **d** Venn diagram shows the number of genes that are differentially expressed in males (orange) and females (green). Log_2_FC expression between the CCI and naive males (x-axis) and females (y-axis). Threshold of |log_2_FC| > 0.5(dashed lines) with an FDR < 0.05 designates DEGs in female rats only (green), male rats only (orange), and in both male and female rats (brown). *DRG* dorsal root ganglia, *CCI* chronic constriction injury, *FC* fold change, *FDR* false discovery rate

We then divided all upregulated genes that had an FDR < 0.05 and |log_2_FC| > 0.5 into the following 5 groups: 1) genes upregulated in both males and females, 2) genes upregulated in females with no change of gene expression in males, 3) genes upregulated in males with no change of gene expression in females, 4) genes upregulated in females and downregulated in males, and 5) genes upregulated in males and downregulated in females (Fig. 6b). 

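Of the genes upregulated in males, 397 (25.8%) were also upregulated in females, where 56.7 would be shared by chance, and these were 63.3% of the genes upregulated in females. Of 16 genes in Fig. 6d that the paper places in this group, Fat3 (ENSRNOG00000011585) has an identifier. It increased from 13.0 ± 1.15 CPM to 32.3 ± 0.262 CPM in males (log2FC 1.31, SE 0.0892, adjusted p = 0.00565) and from 20.4 ± 1.55 CPM to 39.8 ± 3.52 CPM in females (log2FC 0.95, SE 0.103, adjusted p = 0.00286).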

Of the 1185 genes that were upregulated in males, 321 (27.1%) were also upregulated in females. We used GeneMANIA to identify functional pathways enriched in this gene set (Fig. 6c). The top functional pathways identified in this set of upregulated genes were Sensory Perception of Pain, Regulation of Neuron Projection Development, and Negative Regulation of Cell Projection Organization.

**Fig. 6:**
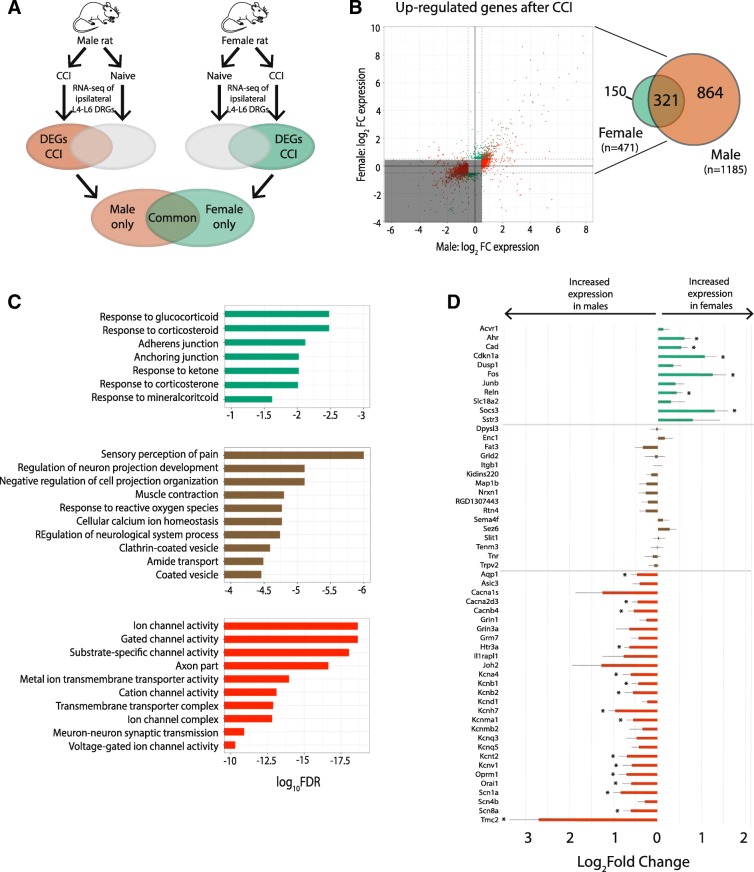
Gene ontology in differentially expressed genes that are upregulated after CCI. **a** Schematic diagram of experiment. Male and female rats were randomly assigned to the naïve group or receive CCI. RNA-seq performed on ipsilateral L4-L6 DRGs from each animal. Differentially expressed genes (DEG) defined as genes expressed after CCI versus naïve with a |log_2_FC| > 0.5 and an FDR < 0.05. **b** Log_2_FC expression between the CCI and naive males (x-axis) and females (y-axis) for DEGs upregulated in CCI versus naive. Threshold of |log_2_FC| > 0.5 (dashed lines) with an FDR < 0.05 designates DEGs in female rats only (green), male rats only (orange), and in both male and female rats (brown). Venn diagram shows the numbers of DEGs identified in each of these groups. **c** Functional pathway analysis lists the top gene ontology pathways with the FDR for each term in female rats (top; green), in both male and female rats (middle; brown) and in male rats (bottom; orange). **d** For each of the top-ranking pathways, the log_2_FC expression values for DEGs common to several of these pathways are plotted. Genes that significantly differ between males and females with an FDR < 0.05 are indicated with an asterisk. Positive values of the log_2_FC indicate increased expression in females compared to males and negative values indicate increased expression in males versus females. *DRG* dorsal root ganglia, *CCI* chronic constriction injury, *FDR* false discovery rate, *FC* fold change

A total of 146 genes were specifically upregulated in females after CCI and had no significant change in gene expression in males. 

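Upregulation in females without a call in males was found in 226 genes. Of these, 173 (76.5%) had a log2FC above 0 in males too, and 14 (6.19%) differed between the sexes by the interaction term at an adjusted p under 0.05, with 83 at an unadjusted p under 0.05. The largest difference among genes with a mean log2 CPM of at least 1 was that of Tnfaip6 (ENSRNOG00000050792), which increased from 1.56 ± 0.239 CPM to 8.69 ± 1.14 CPM in females (log2FC 2.46, SE 0.198, adjusted p = 0.000857) and was 1.63 ± 0.138 CPM before and 1.91 ± 0.0413 CPM after CCI in males (log2FC 0.23, SE 0.194, adjusted p = 0.396). Its difference between the sexes was a log2FC of 2.24 (SE 0.269, adjusted p = 0.0402). The alternative that moved the count most was glmTreat, with 42 genes.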

The functional pathways identified from this set of genes include response to glucocorticoid (GO:0051384) and response to corticosteroid (GO:0051412) (Fig. 6c). Some examples of genes associated with these pathways include *Ahr*, *Cad*, *Cdkn1a*, *Fos*, *Reln*, and *Socs3* (Fig. 6d).

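All 6 of these genes were upregulated in females and none was called in males, where 1 had an unadjusted p under 0.05. Ahr (ENSRNOG00000004342) increased from 34.2 ± 2.78 CPM to 51.0 ± 1.94 CPM in females (log2FC 0.57, SE 0.0944, adjusted p = 0.0135; male log2FC -0.01). Cad (ENSRNOG00000026474) increased from 28.3 ± 0.696 CPM to 41.4 ± 2.89 CPM (log2FC 0.54, SE 0.0903, adjusted p = 0.0140; male log2FC 0.03). Cdkn1a (ENSRNOG00000000521) increased from 6.60 ± 0.695 CPM to 13.6 ± 3.07 CPM (log2FC 1.04, SE 0.176, adjusted p = 0.0145; male log2FC -0.0028). Reln (ENSRNOG00000021441) increased from 166 ± 21.1 CPM to 254 ± 11.1 CPM (log2FC 0.60, SE 0.102, adjusted p = 0.0146; male log2FC 0.19). Socs3 (ENSRNOG00000002946) increased from 2.94 ± 0.0514 CPM to 7.23 ± 1.29 CPM (log2FC 1.29, SE 0.189, adjusted p = 0.00873; male log2FC 0.02). The sign of the small male changes of Ahr, Cad, Cdkn1a and Socs3 depended on which male was left out, and that of Cdkn1a also on the use of DESeq2. The test of the difference between the sexes gave an adjusted p of 0.0483 for Socs3, 0.0529 for Ahr, 0.0544 for Cad, 0.0695 for Cdkn1a and 0.110 for Reln. Adjusted over the list alone, all 6 differed between the sexes, which is not independent evidence because the study picked them on these libraries.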

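Upregulation in males without a call in females was found in 1137 genes. In females, 1010 of these (88.8%) also had a log2FC above 0. By the interaction term 57 (5.01%) differed between the sexes at an adjusted p under 0.05, and 683 at an unadjusted p under 0.05. Phyhipl (ENSRNOG00000000274) is an example that did, with 187 ± 9.82 CPM before and 338 ± 24.2 CPM after CCI in males (log2FC 0.86, SE 0.0872, adjusted p = 0.00565), 283 ± 20.3 CPM and 255 ± 43.8 CPM in females (log2FC -0.16, SE 0.122, adjusted p = 0.434), and a difference of -1.0 between them (adjusted p = 0.0483). Without a log2FC threshold, the setting that raised the count most, there were 2505 such genes. Of 28 genes in Fig. 6d that the paper places in this group, 16 have an identifier. All 16 were upregulated in males and none was called in females, where 6 had an unadjusted p under 0.05. By the interaction term 2 of the 16 differed over all genes and all 16 adjusted over the list alone, which is not independent evidence because the study picked them on these libraries.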

A total of 859 genes were specifically upregulated in males after CCI and had no expression change in females. The functional pathways identified from this set of genes include gated channel activity (GO:002836), ion cannel activity (GO:0022839), substrate-specific channel activity (GO:0022838), and metal ion transmembrane transporter activity (GO:0046873) (Fig. 6c). Examples of genes associated with these pathways include potassium channels (i.e., *Kcna4*, *Kcnb1*, *Kcnh7*, *Kcnma1*, *Kcnq5*, *Kcnt2*, *Kcnv1*), calcium channels (i.e., *Cacna2d3*, *Cacnb4*), *Oprm1*, and *Scn8a* (Fig. 6d). 

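Of the 11 genes, 10 have an identifier in the paper's tables, and Kcnq5 is not analysed here. All 10 were upregulated in males (log2FC of at most 1.04) and none was called in females (log2FC from -0.04 to 0.43, with 4 at an unadjusted p under 0.05). Kcnh7 (ENSRNOG00000007528) increased from 34.5 ± 3.22 CPM to 66.1 ± 1.82 CPM in males (log2FC 0.94, SE 0.0934, adjusted p = 0.00565) and was 51.1 ± 1.66 CPM before and 50.0 ± 4.01 CPM after CCI in females (log2FC -0.04, SE 0.0884, adjusted p = 0.794), where leaving out 1 rat reversed its sign. Its change differed between the sexes (log2FC -0.97, adjusted p = 0.0405). For the other 9, the adjusted p of the interaction term was from 0.0544 to 0.104. Kcnv1 (ENSRNOG00000004117) increased from 13.5 ± 2.36 CPM to 27.7 ± 0.631 CPM in males (log2FC 1.04, SE 0.137, adjusted p = 0.00731) and in females had an adjusted p of 0.0477 with a log2FC of 0.43, under the threshold. Scn8a (ENSRNOG00000005309) increased from 120.1 ± 17.4 CPM to 245 ± 0.808 CPM in males (log2FC 1.03, SE 0.117, adjusted p = 0.00615; female log2FC 0.40, adjusted p = 0.0606). Kcnma1 (ENSRNOG00000005985) increased from 28.4 ± 2.49 CPM to 52.8 ± 0.576 CPM (log2FC 0.90, SE 0.0894, adjusted p = 0.00565; female log2FC 0.32, adjusted p = 0.0567), and Kcnt2 (ENSRNOG00000013312) from 16.7 ± 1.44 CPM to 28.3 ± 2.54 CPM (log2FC 0.77, SE 0.104, adjusted p = 0.00776; female log2FC 0.05, adjusted p = 0.768). Cacnb4 (ENSRNOG00000007666) and Cacna2d3 (ENSRNOG00000031287) had a male log2FC of 0.67 and 0.65, and Kcna4 (ENSRNOG00000004918) of 0.67. Among all 24 named subunits of voltage-gated channels, 13 were upregulated and 2 downregulated in males, and 3 were upregulated in females.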

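The difference between the sexes in the change after CCI was tested as the interaction term of a model over all 8 libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 177 genes had a larger log2FC in females and 93 in males at an adjusted p under 0.05. The smallest adjusted p was 0.0402, and 4085 genes had an unadjusted p under 0.05. The alternative that moved the counts most was glmTreat against a log2FC of 0.5, with 0 genes in either direction, and DESeq2 called 798 and 775. In Additional file 4, which lists the genes that the authors called, 1513 genes are given, and the interaction had the same direction here in all of them. An unadjusted p under 0.05 was reached here by 1511 of these, and 226 were called. Between CCI females and CCI males compared directly, 79 of the 1513 were called. Their absolute log2FC was larger between the naïve sexes than between the CCI sexes in 1049 (69.3%), against 59.9% of all genes tested. The median absolute log2FC of the 1513 was 0.368 between the naïve sexes and 0.207 between the CCI sexes. Among called genes with a mean log2 CPM of at least 1 and no overlap between groups, Sbsn (ENSRNOG00000021015) had 1 of the 3 largest differences towards females. It went from 2.26 ± 0.320 CPM to 3.51 ± 0.407 CPM in females and from 3.11 ± 0.690 CPM to 1.30 ± 0.147 CPM in males (interaction log2FC 1.89, adjusted p = 0.0483).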

A complete list of genes found to be significantly differentially expressed between males and females after CCI is provided in Additional file 4. 

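By edgeR, 4 genes were called downregulated in males and upregulated in females, where 78.5 would be by chance, and 3 were called upregulated in males and downregulated in females, where 30.8 would be. Without a log2FC threshold, 20 genes were called in opposite directions.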

Four genes were regulated in opposite directions after injury. *Adamts4*, *Cyp2s1*, *Top2a*, and *Cenpf* were upregulated in female rats and downregulated in male rats after CCI compared with naive controls. 

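Adamts4 (ENSRNOG00000003538) increased from 14.8 ± 0.397 CPM to 22.6 ± 0.313 CPM in females (log2FC 0.60, SE 0.0974, adjusted p = 0.0122) and decreased from 21.2 ± 3.59 CPM to 12.5 ± 0.643 CPM in males (log2FC -0.76, SE 0.128, adjusted p = 0.0120). Cyp2s1 (ENSRNOG00000020743) increased from 9.94 ± 0.0126 CPM to 20.6 ± 2.85 CPM in females (log2FC 1.04, SE 0.128, adjusted p = 0.00458) and decreased from 16.2 ± 2.74 CPM to 9.21 ± 0.712 CPM in males (log2FC -0.81, SE 0.138, adjusted p = 0.0125). Top2a (ENSRNOG00000053047) increased from 7.13 ± 0.352 CPM to 12.1 ± 0.605 CPM in females (log2FC 0.75, SE 0.124, adjusted p = 0.0132) and decreased from 12.6 ± 0.754 CPM to 8.62 ± 0.578 CPM in males (log2FC -0.54, SE 0.101, adjusted p = 0.0152). Cenpf (ENSRNOG00000003388) increased from 3.14 ± 0.201 CPM to 5.90 ± 0.387 CPM in females (log2FC 0.90, SE 0.175, adjusted p = 0.0224) and decreased from 6.14 ± 0.101 CPM to 4.06 ± 0.467 CPM in males (log2FC -0.59, SE 0.145, adjusted p = 0.0316). These 4 genes were the ones called in this direction. The interaction term gave a log2FC of 1.37 for Adamts4, 1.86 for Cyp2s1, 1.30 for Top2a and 1.5 for Cenpf, with an adjusted p from 0.0402 to 0.0412. All 4 were lower in naïve females than in naïve males, with a log2FC of -0.51, -0.70, -0.82 and -0.96 in the same order. 

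**Figure D2:**
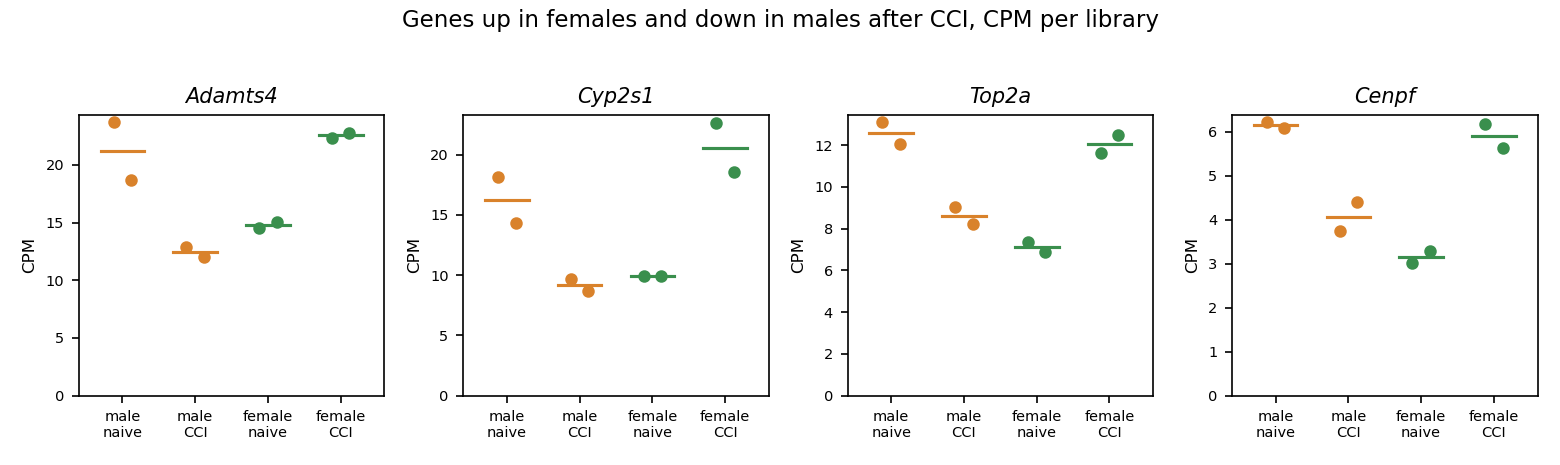
CPM of Adamts4, Cyp2s1, Top2a and Cenpf in each of the 8 libraries, by group. Points are single rats (2 per group), lines are group means, males are orange and females green. In all 4 genes both CCI females lie above both naïve females and both CCI males lie below both naïve males.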

*Actg2*, *Casq1*, *Pla2g2a*, *Acta2*, and *Clec1b* were upregulated in males and downregulated in females.

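Actg2 (ENSRNOG00000029401) increased from 0.588 ± 0.128 CPM to 4.88 ± 0.389 CPM in males (log2FC 3.05, SE 0.237, adjusted p = 0.00565) and decreased from 2.84 ± 1.30 CPM to 0.836 ± 0.0123 CPM in females (log2FC -1.77, SE 0.377, adjusted p = 0.0296), and Casq1 (ENSRNOG00000006930) increased from 5.05 ± 1.24 CPM to 11.1 ± 0.285 CPM in males (log2FC 1.13, SE 0.199, adjusted p = 0.0133) and decreased from 3.38 ± 0.301 CPM to 1.76 ± 0.249 CPM in females (log2FC -0.95, SE 0.232, adjusted p = 0.0447). Pla2g2a (ENSRNOG00000016945) was 0.800 ± 0.347 CPM before and 2.85 ± 0.00237 CPM after CCI in males (log2FC 1.83, SE 0.351, adjusted p = 0.0166), and 3.52 ± 2.65 CPM and 0.657 ± 0.423 CPM in females (log2FC -2.42, SE 0.631, adjusted p = 0.0529). Acta2 (ENSRNOG00000058039) was 29.2 ± 2.46 CPM and 42.1 ± 3.11 CPM in males (log2FC 0.53, SE 0.100, adjusted p = 0.0159), and 30.5 ± 10.1 CPM and 21.2 ± 1.13 CPM in females (log2FC -0.53, SE 0.202, adjusted p = 0.133). Clec1b (ENSRNOG00000057335) was 0.222 ± 0.205 CPM and 1.06 ± 0.0731 CPM in males (log2FC 2.24, SE 0.708, adjusted p = 0.0618), where leaving out 1 rat moved its log2FC from 1.53 to 3.76, and 1.20 ± 0.837 CPM and 0.129 ± 0.0373 CPM in females (log2FC -3.20, SE 0.683, adjusted p = 0.0298). The interaction term was called for Actg2 (log2FC -4.81, adjusted p = 0.0402) and Casq1 (log2FC -2.07, adjusted p = 0.0412). Its adjusted p was 0.0626 for Pla2g2a, 0.0863 for Acta2 and 0.0553 for Clec1b. With edgeR fitted over all 8 libraries, Pla2g2a and Acta2 were no longer called in males and Clec1b was.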

We divided the genes downregulated after CCI that had an FDR < 0.05 and |log_2_FC| > 0.5 into the following 3 groups: 1) genes downregulated in both males and females, 2) genes downregulated in females with no change of gene expression in males, 3) genes downregulated in males with no change of gene expression in females (Additional file 5B). 

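Downregulation in both sexes was found in 164 genes, where 42.6 would be shared by chance, and 4 of them differed between the sexes by the interaction term. Downregulation in females without a call in males was found in 173 genes, of which 145 (83.8%) had a log2FC below 0 in males and 10 differed between the sexes (56 at an unadjusted p under 0.05). Downregulation in males without a call in females was found in 1958 genes, of which 1764 (90.1%) had a log2FC below 0 in females and 127 differed between the sexes (1117 at an unadjusted p under 0.05).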

No significant functional pathways were enriched using the genes common to both males and females or in genes significantly downregulated only in females. 

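After CCI in females, 11 of the 12 named NADH dehydrogenase subunits, proteins of the inner mitochondrial membrane, had a log2FC below 0 (all 12 with upper-quartile normalization), with a median of -0.39. Over all genes none was called, and their smallest adjusted p was 0.0663, while 7 had an unadjusted p under 0.05. In males the median log2FC of the same 12 genes was 0.17. The difference between the sexes was in the same direction in all 12 (median -0.51) and none passed, with a smallest adjusted p of 0.0911.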

Genes downregulated only in females showed significant enrichment in the Mitochondrial membrane part GO cellular component (Additional file 5C). Genes downregulated only in males showed significant enrichment in pathways enriched for extracellular matrix-related pathways (Additional file 5C).

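Collagen genes, as components of the extracellular matrix, have an identifier in 19 cases. In males 15 of the 19 were downregulated, and all 19 had a log2FC below 0, with a median of -0.96 (from -1.95 to -0.12). In females 0 were downregulated and 1 was upregulated (9 at an unadjusted p under 0.05), with a median of 0.034. The change differed between the sexes by the interaction term in 10 of the 19, each with a larger log2FC in females. All 19 had an unadjusted p under 0.05 for this term, and all but 1 were higher in naïve males than in naïve females (median log2FC -0.52). The paper's tables picked these genes on the same libraries, and the naïve males enter both differences, so the shared direction is not independent evidence. The signs in males were the same with DESeq2's size factors and with upper-quartile normalization. Both moved the male log2FC by too little to reverse them, with medians of -0.0011 and -0.022.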

Additional file 6 shows the results of biologic validation of 10 genes by qPCR using a separate cohort of animals. We first identified an appropriate endogenous control gene by evaluating 6 candidate reference genes that showed the most stable gene expression among naïve and injured DRG of both sexes. The NormFinder algorithm calculated the lowest stability score for *Hmbs* which is consistent with stable expression among conditions (Table 5). Due to missing data from one sample *Ywhaz* could not be included in this analysis. The relative changes in gene expression derived by qPCR were in agreement with those detected by RNA-seq.

**Table 5:** Stability values of candidate reference genes in the DRG as determined by NormFinder

Ranking Order	Gene or pair of genes	Stability
1	Hmbs	0.13
2	*Hmbs* & *Actb*	0.16
3	*Hmbs* & *G6pd*	0.18
4	*Actb* & *G6pd*	0.19
5	*Actb*	0.25
6	*Sdha* & *Hmbs*	0.29
7	*G6pd*	0.30
8	*Sdha* & *Actb*	0.37
9	*Sdha* & *G6 ph*	0.38
10	*Sdha*	0.55
11	*Polr2*	0.95

## Discussion

Few studies have addressed sex-specific alterations in gene expression in neuropathic pain models, and as a result, the molecular pathways underlying sex differences in neuropathic pain are poorly understood. In addition, gene expression data are available for several types of neuronal tissue from rats, mice, and humans; however, to our knowledge, RNA-seq derived whole transcriptome analysis of the DRG, which contain the cell bodies of primary sensory neurons, has not been performed in these organisms. In the present study, we use RNA-seq to compare the gene expression profiles in lumbar DRGs between male and female rats under both naïve and nerve injury conditions. While additional biological replicates would allow additional genes with more subtle gene expression changes to be identified, our results highlight vast differences in the regulation of genes in PNS that are associated with pain-relevant pathways between females and males after injury. However, both sexes upregulate similar groups of genes associated with neuron regrowth pathways.

### Sex differences in gene expression in the naïve DRG

Our gene expression profiles from naive DRGs of male and female rats provide important insights into the normal expression of PNS genes in an unperturbed organism. Remarkably, only 6% of all genes expressed in the naïve DRGs were differentially expressed by sex. Furthermore, these genes that were differentially expressed between sexes did not enrich for pathways directly implicated in either nerve injury or nociception. However, genes that had increased expression in naïve females did show enrichment in immune-related pathways. 

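By DESeq2 on the naïve libraries, 6.80% of the 14915 genes to which it gave an adjusted p passed both thresholds, and by edgeR fitted over all 8 libraries 5.33% of the genes tested did. The paper states that the pathways enriched among these genes were not ones with a direct part in nerve injury or nociception, and that genes higher in naïve females enriched for immune-related pathways.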

Increased expression in females of immune-related genes is not unexpected since the connection between sex hormones and immune function is tightly linked. While comprehensive mechanisms for the sexual dimorphism in nociceptive pain have yet to be determined, current evidence supports an important role of sex hormones in pain modulation through the innate and adaptive immune systems [12, 19]. Overall, females mount a stronger humoral, cellular, and inflammatory response than males which is largely attributed to differences in circulating levels of sex hormones especially the decreased levels of androgens [20, 21]. The effects of circulating androgens are known to dampen proinflammatory cytokine production through release of IL-10 by Th1 cells [22] in males. Inflammatory cytokines modulate neuronal excitability through changes in the composition, density, and spatial distribution of ion channels and receptors in the neuronal membrane [23, 24]. Therefore, males may experience less pain as a result of a damped pro-inflammatory immune response after a pain-initiating stimulus. Indeed, evidence from experimental pain studies of pain-free individuals demonstrates a more pronounced temporal summation and greater pain sensitivity in females versus males [5].

### Gene expression that showed similar changes after nerve injury between males and females

Genes that were similarly upregulated in the DRG of both sexes after nerve injury were related to neuron regeneration, pain, and intercellular signaling. Following nerve injury, neuronal pathways involved in the regeneration of damaged axons are activated in attempts to recover lost motor, sensory, and autonomic functions. These regenerative mechanisms involve sprouting from the end of the damaged axon toward the denervated segments of the cell, collateral branching of the undamaged neurons around the injury, and long-term reorganization of neuronal circuits in the CNS in response to aberrant peripheral signals [25]. Changes in gene expression and redistribution of receptors and ion channels in the neuronal membrane [26] may partially compensate for incomplete reinnervation; however, altered sensation and loss of fine motor control may produce functional deficits as well as maladaptive alterations (e.g., enhanced spinal reflexes, neuropathic pain).

The few existing studies of sex differences in nerve regeneration suggest that regeneration of myelinated neurons occurs more rapidly in females than males [27–29]. However, Tong and colleagues recently found no sex differences in axon regeneration of axotomized neurons [30]. Our findings support the latter study since after CCI no significant sex-specific transcriptional differences exist in genes known to be involved in axon regeneration and neuron projection development. 

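Of the 397 genes upregulated in both sexes, 2 differed between the sexes by the interaction term at an adjusted p under 0.05 and 65 at an unadjusted p under 0.05. Gap43 (ENSRNOG00000001528), a growth-associated gene, increased in females from 253 ± 10.7 CPM to 517 ± 17.9 CPM (log2FC 1.02, SE 0.0828, adjusted p = 0.000861), and its change did not differ detectably from that in males (interaction log2FC 0.10, adjusted p = 0.636). For Fat3 the interaction did not pass over all genes (log2FC -0.35, adjusted p = 0.180), although its unadjusted p was under 0.05. From the absence of sex-specific differences in such genes, the paper concludes that its data side with an earlier study that found no sex difference in axon regeneration.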

Discrepancies in neuron regeneration timing may be attributed to differences of nerve injury models, measures of regeneration, and timing of assessments.

### Gene expression profiles after injury differ between males and females

After nerve injury, male and female rats showed transcriptional changes in genes that share common GO biological processes (i.e., Behavior, Regulation of ion transport). However, less than one fourth of the genes that were enriched for each of these common processes are shared between males and females. For example, *Akap9* (A-kinase anchor protein 9) is a member of the Regulation of Ion Transport GO biologic process and, in our study, is significantly upregulated in females but not in males after CCI. *Akap9* interacts with members in signaling transduction pathways (e.g., protein kinase A, serine/threonine kinase protein kinase N, protein phosphatase 1) [31] and loss-of-function mutations are associated with Long QT syndromes [32]. The role of *Akap9* in peripheral nerves has not been reported; however, its link to regulating membrane potential suggests *Akap9* could contribute to a sex-specific pain mechanism by increasing neuron excitability after nerve injury in females.

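Oprm1 (ENSRNOG00000018191) increased from 14.5 ± 1.86 CPM in naïve males to 29.6 ± 1.60 CPM in CCI males (log2FC 1.03, SE 0.114, adjusted p = 0.00594). In females it was 17.8 ± 0.332 CPM before and 22.1 ± 0.0841 CPM after CCI (log2FC 0.31, SE 0.0948, adjusted p = 0.0838), with both CCI females above both naïve females. The test of the difference between the sexes gave a log2FC of -0.71 (SE 0.139, adjusted p = 0.0544). Over the alternatives run for single genes, its adjusted p ranged from 0.00434 to 0.0561, and DESeq2 called it. These alternatives did not include glmTreat or other filters on low counts. The paper's qPCR figure, on a separate cohort of rats, places Oprm1 among the genes increased in both sexes after injury. Akap9 is not analysed here.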

*Oprm1* is also represented in the Regulation of Ion Transport GO biologic process, but in contrast to *Akap9*, *Oprm1* is significantly upregulated after injury in males but not in females. Importantly, *Oprm1* encodes the μ-opioid receptor (MOR) which is targeted by the agonist morphine to produce profound analgesia. Zubieta and colleagues [33] found that, in relation to women, men experienced increased activation of the endogenous analgesic mechanisms in several brain regions during infusion of hypertonic saline into the masseter muscle as demonstrated by increased binding of radiolabeled carfentanil to MORs. Further, several preclinical studies report that morphine produces greater analgesia in male animals in the setting of chronic inflammatory pain [34, 35]. 

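Compared directly after CCI, the log2FC of Oprm1 between CCI females and CCI males was -0.42 (SE 0.0727, adjusted p = 0.0685), and between naïve females and naïve males it was 0.29 (adjusted p = 0.205).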

In the present DRG-focused study, the higher *Oprm1* expression in males after injury unveiled a possible peripheral mechanism that contributes to sex differences in morphine analgesia and endogenous analgesic mechanisms. Consistent with this finding, we previously demonstrated a relative decrease in efficacy of a peripherally-acting MOR agonist DALDA (dermorphin [D-Arg2, Lys4 (1–4) amide) to inhibit neuropathic pain-related behavior after systemic administration in female rats versus male rats [36].

Another important DRG transcript we found upregulated after CCI in both male and female rats was *Csf1* (colony-stimulating factor 1). 

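Csf1 (ENSRNOG00000018659) increased from 13.8 ± 0.243 CPM in naïve males to 20.8 ± 0.905 CPM in CCI males (log2FC 0.60, SE 0.0753, adjusted p = 0.00685) and from 13.3 ± 0.843 CPM in naïve females to 31.3 ± 1.79 CPM in CCI females (log2FC 1.23, SE 0.105, adjusted p = 0.00114). The change was larger in females by a log2FC of 0.64 (SE 0.119, adjusted p = 0.0496). With DESeq2's size factors in edgeR this difference was no longer past the threshold.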

*Csf1* is transported from the DRG to the spinal cord dorsal horn where it binds to its receptor (i.e., *Csf1r*) located on microglia whose activation promotes the CNS changes necessary for mechanical hypersensitivity [37]. Our results are consistent with a recent study [37] in which *Csf1* was reported to be expressed de novo in injured sensory neurons following peripheral nerve injury. Importantly, we found *Csf1* expression was 1.7 times higher in females than in males. 

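After CCI, Csf1 was 1.5 times as high in females as in males (log2FC 0.59, SE 0.0814, adjusted p = 0.0422). Before injury the log2FC between naïve females and naïve males was -0.06 (adjusted p = 0.760).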

Further studies will be required to examine if and how sex-specific regulation of *Csf1* factors into differences between males and females in their susceptibility to chronic pain syndromes.

We also identify many growth factors, hormones, cytokines, and neurotransmitters that are differentially up- and downregulated following CCI in males and/or females. Once these molecules bind their cognate receptors on cell membranes, they induce kinase and phosphatase activity in signal transduction cascades which can ultimately modify the expression of specific transcription factors and their respective target genes. Indeed, many of the sex-specific expression differences we identified were in genes that produce key proteins in the mitogen-activated protein kinase (MAPK) pathway (Fig. 7). 

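Of the 62 genes in Fig. 7, 11 have an identifier in the paper's tables. In males 2 were upregulated and 4 downregulated. In females none passed both thresholds, with a smallest adjusted p of 0.0175 and 3 at an unadjusted p under 0.05. By the interaction term 1 of the 11 differed between the sexes over all genes, and all 11 did when adjusted over the list alone, which is not independent evidence since their identifiers come from the paper's list of such genes. Mapk10 (ENSRNOG00000002079) increased from 193 ± 9.31 CPM to 283 ± 2.22 CPM in males (log2FC 0.55, SE 0.0696, adjusted p = 0.00684) and had a log2FC of -0.0046 in females (interaction log2FC -0.55, adjusted p = 0.0483). Dusp4 (ENSRNOG00000011921) decreased from 53.8 ± 3.65 CPM to 19.0 ± 0.678 CPM in males (log2FC -1.50, SE 0.0748, adjusted p = 0.00565; interaction log2FC 1.03, adjusted p = 0.0583) and Map4k4 (ENSRNOG00000014013) from 579 ± 56.5 CPM to 312 ± 0.538 CPM (log2FC -0.89, SE 0.0841, adjusted p = 0.00565; interaction log2FC 0.68, adjusted p = 0.0556).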

Alterations of the MAPK pathways are associated with the development of pain hypersensitivity (for review see [38, 39]). Prior studies have attributed MAPK signaling within DRG cells to pain phenotypes ([40–42]). However, sex-based differences were not considered in these studies. For example, a study that examined CCI in male rats found that *Jun* (c-Jun, V-Jun avian sarcoma virus 17 oncogene homolog) is upregulated in the DRG after CCI and associated with increased expression of proteins that contribute to mechanisms involved in neuropathic pain (e.g., neuropeptide Y, vasoactive intestinal peptide) [43]. While our results are consistent with this study, we found that *Jun* expression was 1.4 times greater in females than males. We also found that expression of *Fos* (FBJ murine osteosarcoma viral oncogene homolog) was also significantly upregulated in females after CCI, but downregulated in males. 

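Fos (ENSRNOG00000008015) increased from 4.05 ± 0.762 CPM to 7.61 ± 0.563 CPM in females (log2FC 0.90, SE 0.183, adjusted p = 0.0255). In males it was 6.96 ± 0.0336 CPM before and 5.55 ± 1.23 CPM after CCI (log2FC -0.32, SE 0.182, adjusted p = 0.223). The difference between the sexes was a log2FC of 1.24 (SE 0.276, adjusted p = 0.0659). Its adjusted p was from 0.00518 to 0.0704 over the alternatives run for single genes, without glmTreat or other filters on low counts. In naïve rats the log2FC between females and males was -0.78 (adjusted p = 0.108). Jun is not analysed here.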

Since c-Jun and c-fos combine to form the AP-1 early response transcription factor, sex-specific differences in the activity of AP-1 may contribute to the differential gene expression observed after CCI.

**Fig. 7:**
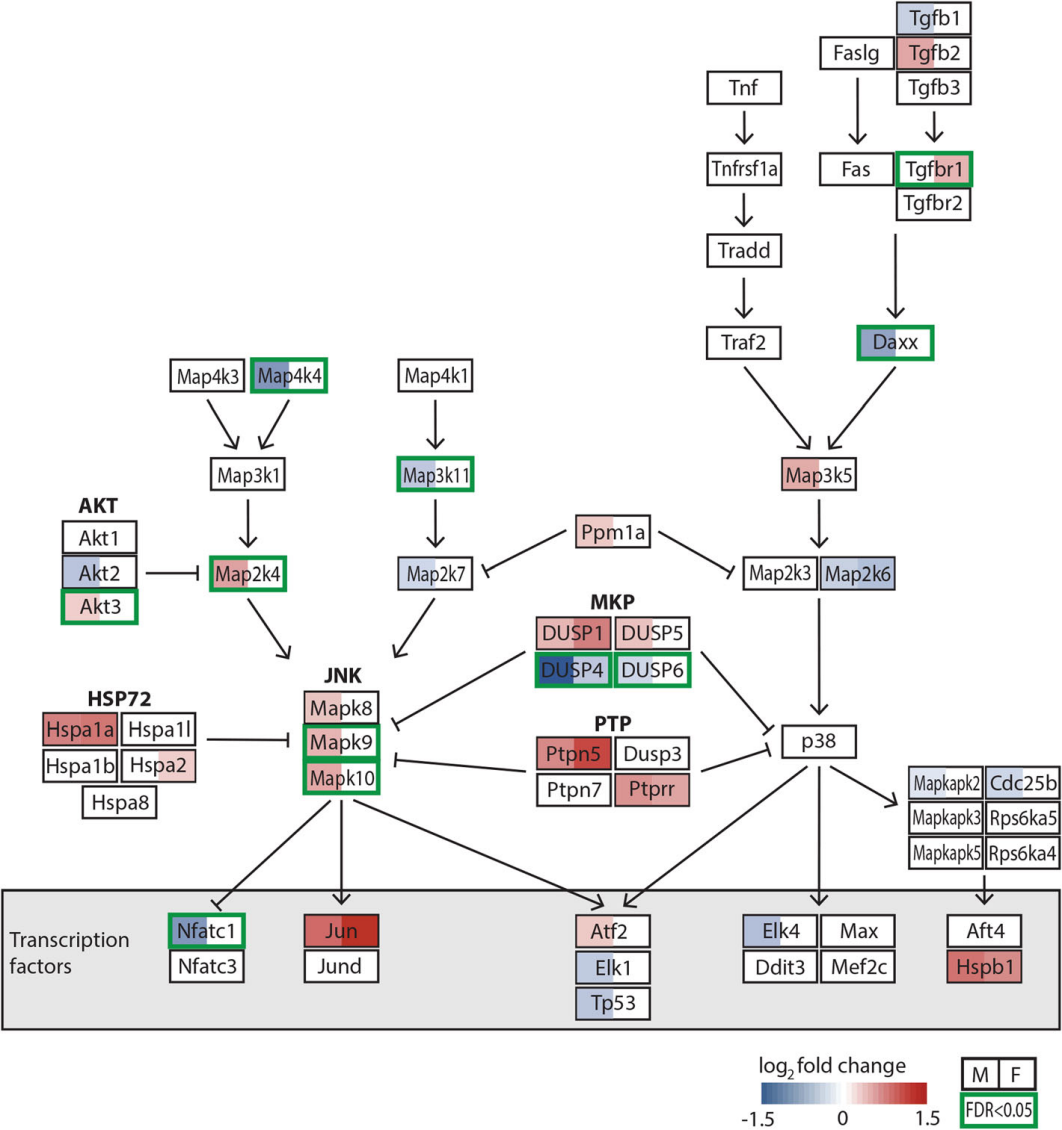
Modified KEGG map of the JNK and p38 MAP kinase signaling pathway showing transcriptional changes. Rectangles represent key genes within the pathway. Coloration in the left half and right half of each rectangle indicates the log_2_FC in gene expression following CCI versus naïve for male (left) and female (right). Only gene expression changes with an FDR < 0.05 are shown. Red shades indicated increased gene expression after CCI compared with naïve and blue shades indicated decreased gene expression as shown on the color key. Green frames identify genes that show differential gene expression between female and male DRGs with an FDR < 0.05. *DRG* dorsal root ganglion, *CCI* chronic constriction injury, *FDR* false discovery rate, *FC* fold change

While we were unable to resolve cell type specificity of gene expression from bulk DRG, recent single cell expression studies have identified subpopulations of neuronal and non-neuronal cells within male DRG [44, 45]. Ultimately, understanding how sex-specific differences in PNS gene expression arise at a single cell level could help facilitate drugs regimens that limit off-target effects. While our study was limited to understanding differential gene expression during the maintenance phase of nerve-injury induced chronic pain, earlier time points should yield valuable insights into transcriptional changes that occur during the developmental phase. In addition, future studies are needed to examine the functional implications of differentially expressed genes between males and females in the DRG after CCI.

## Conclusions

Our findings build upon existing knowledge of differential pain sensitivity and susceptibility to chronic pain and highlight the profound differences in peripheral mechanisms between males and females after nerve injury which has not been well studied. First, baseline differences in immune function in the PNS may predispose females to developing chronic pain conditions. Second, functional pathways relevant to both sexes that become altered after injury may have important underlying differences in gene expression. Failures of preclinical treatments to translate into humans may be at least partially due to sex-specific alterations in gene expression and existing biases for exclusion of females in preclinical studies. Increased attention to sex differences in preclinical pain studies may improve the translational relevance to clinical populations.

## Methods

### Animal models

Adult male and female Sprague Dawley rats (RRID: RGD_5508397; Harlan Bioproducts for Science, Indianapolis, IN) were randomly assigned to undergo CCI surgery or no treatment (i.e., naive control). All surgical procedures were performed by the same individual to avoid variation in technique. *All animals*: Animals were allowed to acclimate for a minimum of 48 h before any experimental procedures, housed 2–3 per cage, and given access ad libitum to food and water. *CCI surgery group*: CCI surgery to the sciatic nerve was performed as previously described [46]. Under 2% isoflurane, a small incision was made at the level of the mid-thigh. The sciatic nerve was exposed by blunt dissection through the biceps femoris. The nerve trunk proximal to the distal branching point was loosely ligated with four 4–0 silk sutures placed approximately 0.5 mm apart until the epineuria was slightly compressed and minor twitching of the relevant muscles was observed. The muscle layer was closed with 4–0 silk suture and the wound closed with metal clips. On postoperative day 14, naive and CCI rats were euthanized by overdose of isoflurane and the ipsilateral L4-L6 DRGs were quickly dissected, immediately submerged in liquid nitrogen, and stored at − 80 °C until RNA extraction. The ipsilateral L4-L6 DRGs from a single rat were pooled and define each sample. Of note, we did not identify the stage of estrus in the female rats. Existing literature suggests that freely cycling rodents do not exhibit increased variability of study outcomes including pain behaviors [10, 47–50]. In addition, during the 14-day period between surgery and tissue harvest, each rat passes through each stage of the estrus cycle multiple times during which any differences due to the stage of estrus would average out. Veterinary care and animal housing is provided by Johns Hopkins University Animal Services and the Division of Comparative Medicine.

### Behavior testing

Mechanical hypersensitivity was measured using von Frey monofilaments as previously described [51]. Animals were assessed at baseline and on day 14 after CCI (Additional file 7). The animals were placed in individual plexiglass cages on top of a wire mesh and allowed to acclimate for 1 h. Tactile stimulation to the midplantar surface of each hind paw was performed using calibrated monofilaments with gradually increasing stiffness (i.e., 0.37, 0.61, 1.23, 2.0, 4.0, 5.93, 10.0, 13.5 g). Each monofilament was applied for 4–6 s in the area between the footpads on the plantar surface of the hind paw. Monofilaments with increasing force were applied until a positive response was observed (e.g., abrupt paw withdrawal, shaking, licking). When a positive response was observed, the monofilament with the next lower force was then applied. The test continued 1) for 5 stimulations after a positive test was observed or 2) the upper or lower range of the von Frey monofilament set was obtained. The paw withdrawal threshold was determined as previously described. If a rat did not achieve at least a 50% reduction in baseline paw withdrawal threshold after 48 h or on day 14, then this animal was not used (*n* = 3). In addition to one animal of each sex that failed to show adequate reduction of withdrawal thresholds, one naïve animal was remove from analysis due to responses at a much lower mechanical threshold than normal.

### RNA isolation

Total RNA was extracted from pooled ipsilateral lumbar DRGs (L4–6) from one rat using the Qiagen RNeasy Mini Prep Kit (Qiagen, Valencia, CA; #74104) with on-column DNase digestion (Qiagen; #79254) according to manufacturer’s instructions. RNA concentration was measured using the Nanodrop ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA) and RNA integrity was assessed using RNA Nano Eukaryote chips in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### Library construction and sequencing

Five hundred nanograms of total RNA per sample was used to construct sequencing libraries (*n* = 1 rat/sample and run in independent biological duplicates per group per sex). Strand-specific RNA libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs; # E7420S) after poly(A) selection by the NEBNext poly(A) mRNA Isolation Module (New England Biolabs; #X7490) according to manufacturer’s instructions. Samples were barcoded using the recommended NEBNext Multiplex Oligos (New England Biolabs; #E7490). Size range and quality of libraries were verified on the Agilent 2100 Bioanalyzer (Agilent Technologies; Palo Alto, CA). RNA-seq libraries were quantified by qPCR using the KAPA library quantification kit (KAPA Biosystems). Each library was normalized to 2 nM and pooled in equimolar concentrations. Paired-end sequencing was performed on an Illumina HiSeq2500 (Illumina, San Diego, CA). Two independent biological replicates of 1 rat per group per sex were run for a total of 8 libraries. Libraries were sequenced to an average depth of 47.6 million reads per sample in two batches. Samples from each batch were multiplexed and resequenced in a single HiSeq lane to evaluate for batch effects. Data was preprocessed using the identical pipeline and Pearson correlation coefficients were calculated (Additional file 8). No correction for batch effects was performed.

### Data analysis

Sequencing reads were aligned to annotated RefSeq genes in the rat reference genome (rn6) using HISAT2 [52]. Aligned reads were filtered to remove ribosomal RNA and visualized using the Integrative Genomics Viewer [53]. A gene count matrix that contained raw transcript counts for each annotated gene were generated using the *featureCounts* function of the Subread package in R [54] against the Ensemble rn6 transcriptome. We filtered this matrix by removing genes with zero counts across all samples and relied on the automatic and independent filtering used by DESeq2 to determine the most appropriate threshold for removing genes with low counts [55].

To identify genes that were differentially regulated following nerve injury, transcript counts were normalized and log_2_ transformed using the default normalization procedures in DESeq2 [55]. The differential expression analysis was first performed separately for each sex using default parameters. This analysis identified differentially expressed genes between the naive and CCI groups within males or females. The interaction of sex on differential gene expression after injury was evaluated by the interaction term included in the design matrix within DESeq2. All downstream analyses on RNA-seq data were performed on data obtained from DESeq2. An adjusted *p*-value (i.e., FDR) < 0.05 and an absolute log_2_ fold change > 0.5 were used to define differentially expressed transcripts between naive and injured animals. DESeq2 adjusts for multiple testing by implementing the procedures of Benjamini and Hochberg [55]. Genes with differential expression between groups were then included in pathway analysis to infer their functional roles and relationships.

Gene ontology analysis for enriched biological processes in each set of differentially enriched genes identified by DESeq2 was performed using Metascape [http://metascape.org] [56] with a minimum enrichment of 1.0 and a p-value cutoff of 0.05. Metascape compiles data monthly from publicly available resources (e.g. NCBI, Reactome, GO, KEGG) to provide comprehensive analysis of a list of genes. All significant differentially enriched genes identified by DESeq2 were used to construct network-based functional associations using the GeneMANIA algorithm [57] as a plug-in within Cytoscape version 3.4.0 [58]. Raw and processed sequencing data has been deposited in the NCBI GEO database under accession #GEO100122.

### Validation of RNA-seq by qPCR

Total RNA extracted from DRGs of a separate cohort of rats was used to confirm the relationship of gene expression trends between sexes in selected genes by qPCR. As previously described, first-strand cDNA synthesis from 500 ng total RNA in a 20 μl reaction was performed using random hexamer primers and the SuperScript III Reverse Transcriptase (ThermoFisher Scientific) according to manufacturer’s instructions. cDNA was diluted 1:4 with nuclease-free water and stored at − 20 °C. mRNA sequence for each gene was retrieved from NCBI. Forward and reverse primers for each gene were designed using the PrimerQuest Tool (IDT, Coralville, Iowa) to span one or more introns. Primers were obtained through Integrated DNA Technologies (IDT, Coralville, Iowa) and sequences are provided in Additional file 9.

Each 20 μl qPCR reaction consisted of 10ul 2X Power SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA), 200 nM each forward and reverse primer, and 2 μl diluted cDNA. PCR of each target was performed using the 7900HT Fast Real-Time PCR system (Applied Biosystems, Waltham, MA) with the following thermocycling conditions: initial denaturation at 95 °C for 10 min followed by 40 cycles of 95 °C for 10 s and 60 °C for 60 s. Two biological replicates were assayed for each group and each biological replicate was run in triplicate for each target gene. Nuclease-free water was included in each plate as a no-template control.

PCR efficiencies of each primer set were determined using the slope of standard curves constructed with Cq values obtained from 5-fold serial dilutions of pooled cDNA from DRGs of each group (e.g., male naïve, female naïve, male CCI, female CCI). The efficiency was calculated using they formula: E = 10^–1/slope^. Dissociation curve analysis was used to identify amplification of non-specific products including primer dimers.

### Identification of an endogenous control

To identify a stable endogenous control gene for normalization of the target genes in qPCR we selected six candidate reference genes (i.e., *Sdha*, *Hmbs*, *Polr2a*, *G6pd*, *Ywhaz*, *Actb*) that showed little variation in the RNA-seq data. The expression stability of each candidate reference gene across groups was analyzed using the NormFinder function in R (https://www.moma.dk/normfinder-software) [59]. For each candidate gene, NormFinder (RRID: SCR_003387) calculates a stability value for each gene based on the genes expression variation among samples within the same group and variation between different group. This stability value enables candidate genes to be ranked according to their expression stability among different experimental conditions. The gene or pair of genes with the lowest stability value (i.e., highest expression stability) was selected as the endogenous control for relative gene expression calculations of each target gene.

### Statistical analysis

#### Differential gene expression analysis

Several pairwise comparisons were performed. First, we compared gene expression in the DRGs from naive rats in male and females to identify transcripts that are expressed at significantly higher or lower levels than in the opposite sex. Then, we identified transcripts that were differentially regulated following injury compared with the naive tissue within the same sex (i.e., male CCI versus male naive tissue, female CCI versus female naïve tissue). Last, we compared genes that were differentially regulated following injury between males and females.

#### Quantitative real-time PCR

Default settings were used to define quantification cycle (C_q_) values using SDS software version 2.4.1 (Applied Biosystems, Waltham, MA). The Cq values were averaged over three technical replicates. If the standard deviation of this average was > 0.20, the outlying replicate was removed and the Cq was averaged over the two remaining technical replicates. The 2^−ΔΔCT^ method was used to convert C_q_ values into relative gene expression for each gene [60].

## Additional files

Additional file 1: List of genes with increased expression in male versus female rats in the naive DRG.

Additional file 2: List of genes with increased expression in female versus male rats in the naive DRG.

Additional file 3: Overlap of differentially expressed genes after CCI between males and females in common functional pathways.

Additional file 4: Complete list of genes that are significantly differentially regulated between males and females.

Additional file 5: Co-expression networks of differentially expressed genes. A) Schematic diagram of experiment. Male and female rats were randomly assigned to the naïve group or receive CCI. RNA-seq performed on ipsilateral L4-L6 DRGs from each animal. Differentially expressed genes (DEG) defined as genes expressed after CCI versus naïve with a |log2FC| > 0.5 and an adjusted *p*-value < 0.05. B) Log2FC expression between the CCI and naive males (x-axis) and females (y-axis) for DEGs downregulated in CCI versus naive. Threshold of |log2FC| > 0.5 (dashed lines) with an adjusted p-value< 0.05 designates DEGs in female rats only (green), male rats only (red), and in both male and female rats (brown). Venn diagram shows the numbers of DEGs identified in each of these groups. C-D) Co-expression network for differentially expressed genes in C) female rats only D) and male rats only with decreased gene expression (top) obtained from GeneMANIA. Functional pathway analysis lists the top 5 gene ontology pathways (bottom) with the FDR for each term Co-expression networks of differentially expressed genes. DRG = dorsal root ganglia; CCI = chronic constriction injury; FDR = false discovery rate. DRG = dorsal root ganglia; CCI = chronic constriction injury; FDR = false discovery rate; FC = fold change.

Additional file 6: qPCR validation of RNA-seq data. Quantitative PCR was used to confirm the relationship of gene expression after nerve injury of DRGs from male and female rats: A) Increased relative expression in females only was confirmed in *Ahr*, *Cdkn1a* and *Tnfaip6*, B) Increased relative expression in males only was confirmed in *Faim2*, *Phyhipl*, and *Trpm6*, C) Increased expression in both sexes after injury confirmed in *Csf1* and *Oprm1*, and D) no change in relative expression in *Sec62*, *Stk38l*. Values represent the mean standard deviation log_2_Expression of 2 biological replicates.

Additional file 7: Paw withdrawal thresholds to mechanical stimulation.

Additional file 8: Scatterplots of the log_2_FPKM of the initially sequenced batch versus the log_2_FPKM of the resequenced batch for each sample resequenced.

Additional file 9: List of primers used for qPCR validation.

## Abbreviations

ATP: Adenosine Triphosphate
CCI: Chronic Constriction Injury
CNS: Central Nervous System
DALDA: Dermorphin [D-Arg2, Lys4 (1–4) amide
DRG: Dorsal Root Ganglion
FC: Fold Change
FDR: False Discovery Rate
GO: Gene Ontology
IL: Interleukin
MAPK: Mitogen-activated Protein Kinase
MHC: Major Histocompatibility Complex
MOR: Morphine Opioid Receptor
NADH: Nicotinamide adenine dinucleotide
PCR: Polymerase Chain Reaction
PNS: Peripheral Nervous System
RNA: Ribonucleic Acid

How the deposited data were processed for this re-analysis (not part of the article)

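RNA was measured in 8 libraries of pooled ipsilateral L4-L6 DRGs, each from 1 Sprague Dawley rat, with 2 naïve males, 2 males and 2 females 14 days after CCI, and 2 naïve females. According to the paper's methods, strand-specific poly(A) libraries were sequenced as paired ends in 2 batches and aligned to rn6 with HISAT2. Ribosomal RNA reads were removed, and the authors counted reads per Ensembl gene with featureCounts. The deposited values are these raw counts, with no normalization and no batch correction. The authors tested them with DESeq2. All columns of the table were used.

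The table holds 32623 genes, of which 23944 had at least 1 count in any library. Total counts ranged from 39489103 to 60818457 with a mean of 47603500, and the 10 genes with the most counts held from 5.80% to 7.11% of a library. The SD of the difference of log2 CPM between the 2 rats of a group, across genes, was 0.268 in naïve males, 0.222 in CCI males, 0.206 in naïve females and 0.156 in CCI females. At this depth a gene with 10 counts is uncertain by counting alone, and all groups varied by more than counting noise.

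Analyses used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were kept by edgeR's filterByExpr over all 8 libraries (minimum count 10, minimum total count 15), which left 16988. Counts were normalized with TMM, and log2 CPM used a prior count of 2. Naïve females were compared with naïve males, CCI with naïve rats in each sex, and CCI females with CCI males, each on the 4 libraries concerned, by edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method, and a call needed an adjusted p under 0.05 and an absolute log2FC above 0.5. The interaction of sex and CCI was tested on all 8 libraries at an adjusted p under 0.05 without a log2FC threshold. The SE of a log2FC is its size divided by the square root of the F statistic. A fold against a group with at most 3 counts in each library is given as a lower bound. Principal components were computed from log2 CPM of all genes tested, and clustering used the 200 most variable genes.

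The tests, thresholds, gene lists and the rule for named genes were set before the data were examined. The rule names every gene that the paper names for its RNA-seq data and has an identifier for, the 3 genes of each table or figure list with the smallest adjusted p, and for each comparison the 3 genes per direction with the largest log2FC among called genes without overlap between groups and a mean log2 CPM of at least 1. The alternatives were DESeq2, a fit over all 8 libraries with either tool, DESeq2's size factors or upper-quartile normalization in edgeR, no filter on low counts, at least 10 counts in every library, no log2FC threshold, glmTreat against a log2FC of 0.5, the replicate number as a block, and leaving out each library in turn. The likelihood-ratio test and the version 4 quasi-likelihood fit of edgeR were added after seeing the data.

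The fits were tested on simulated data in which 200 genes changed in CCI males and none in females. A second set, used for the interaction, had the 200 genes changed in CCI females and none in males. In both sets each gene had the same spread in all groups, unlike the deposited data. In males, edgeR called 184 of the 200 (92%) and 13.6% of its calls were false, and in unchanged females it made 0 calls. DESeq2 recovered 96.5% with 20.9% false calls. For the interaction, edgeR recovered 85.5% with 10.9% false calls and DESeq2 90% with 24.4%. Shares that depend on shared naïve libraries were set against 20 data sets simulated without change at the dispersions of the fit over all 8 libraries, and 20 at the dispersions of each sex.

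Symbols were available for 1961 identifiers, from the paper's Tables 1 to 4 and Additional files 1, 2 and 4. Only the difference of the blood genes between the 2 naïve males was set against random lists, 10000 in number. No other tests of gene lists as sets were run. Few lists had 80% of their members named, and those that had were picked by the study on these libraries. Counts and medians of the named members are given instead. GC content and the qPCR measurements were not analysed here, and the values of 1 gene are not reported here.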

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

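In each result of this part, the change after CCI differed between males and females by edgeR's quasi-likelihood test of the interaction term with Benjamini-Hochberg adjustment, on 2 rats per group. The tests of neuronal RNA, of the depth of the male CCI libraries and of simulated groups with the spread of each sex were chosen only after the result was seen. Sex is part of the design, so a biological difference between the sexes stays open at every result here, as untested.

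The interaction was called with a larger log2FC in females in 177 genes and in males in 93 genes. The interaction takes the naïve difference away from the CCI difference, and the naïve male libraries enter it with the widest spread. If chance values of the naïve males were the source, genes higher in 1 naïve male than in naïve females would not fall against the other naïve male. Of such genes, 68.1% and 76.1% fell by over 0.5 on the log2 scale in CCI males when measured against the other naïve male, against 9.91% and 13.8% of all 10573 genes compared. For genes higher in naïve males, this argues against chance values of single naïve male libraries. Genes lower in naïve males that rose after CCI were not tested in this way. A batch by replicate number would enter naïve and CCI males alike and so largely cancel in the interaction. A batch that parts the naïve from the CCI males stays open, since the paper's text does not assign the batches and such a batch would coincide with the groups.

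The genes Adamts4 (interaction log2FC 1.37), Cyp2s1 (1.86), Top2a (1.30) and Cenpf (1.5) rose in both CCI females and fell in both CCI males against all naïve rats of their sex. In groups simulated without change, 52.6% of the genes picked as higher in naïve males had a log2FC below -0.5 in males. Part of the fall of these 4 genes may therefore come from the shared naïve male libraries. What also stays open is a difference in dividing cells between samples and a difference between the sexes, neither of which was tested.

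The genes Actg2 (interaction log2FC -4.81), Casq1 (-2.07) and Mybpc1 (-4.27) changed by more in males. They are genes of smooth or skeletal muscle, and skeletal muscle tissue in the male CCI libraries is a candidate explanation for Casq1 and Mybpc1. Muscle would bring all its abundant transcripts, and 0 of the 5 abundant muscle transcripts sought have an identifier in the paper's tables, so tissue carried along at dissection and a change in the DRG cannot be told apart for these genes. All 10 named genes of skeletal muscle were higher in naïve male 2 than in naïve male 1, so their level also varied without injury.

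The mast cell genes Mcpt1l1 (interaction log2FC 3.45), Cpa3 (2.99) and Cma1 (3.84) (3 of 11 listed genes have an identifier) were singled out after their values were seen. All 3 were downregulated in males (log2FC from -3.19 to -2.66) and none was called in females (from 0.32 to 0.77, with 1 at an unadjusted p under 0.05). Mcpt1l1 went from 3.16 ± 0.198 CPM to 0.494 ± 0.0279 CPM in males and from 1.96 ± 0.344 CPM to 3.36 ± 0.0420 CPM in females. Lower depth in the male CCI libraries is excluded, since their smaller total count was 49963782 and the smaller total of the naïve males was 49865883. Proteases of mast cells are close paralogs among which reads can be split. The number of mast cells caught in each pool of DRGs may differ between samples, and this was not tested.

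The neuronal genes Kcnh7 (interaction log2FC -0.97), Phyhipl (-1.0), Htr3a (-0.65), Htr3b (-0.72) and Mapk10 (-0.55) rose by more in males. A larger share of neuronal RNA in the male CCI samples would lower the genes of all other cell types alike. In males the median log2FC was -1.51 for named genes of Schwann cells and myelin, -0.72 for meninges and fibroblasts and -0.48 for satellite glia. Those of skeletal muscle had 2.49, but muscle may have been carried along at dissection, so their rise cannot decide the question. A larger share of neuronal RNA, a change in neurons and a loss of glial RNA stay open. No biological explanation beyond sex was tested.

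Atf3 (interaction log2FC 0.78), Csf1 (0.64), Socs3 (1.28), Tnfaip6 (2.24) and Sbsn (1.89) had a larger log2FC in females. Sbsn rose in females and fell in males, from 3.11 to 1.30 CPM. Atf3 and Csf1 rose in both CCI rats of each sex. A more extensive injury or immune response in the 2 CCI females, from the surgery or from sex, could give larger rises in females. It would not by itself give the fall of Sbsn in males. A more extensive injury would also enlarge the changes shared by the sexes. Across the 568 genes called in both sexes, the slope of the female on the male log2FC was 0.989. These genes had to pass both thresholds in each sex, and the males had the wider spread, so the slope cannot decide this. A stronger response in females, of all shared genes or of part of them, stays open, and 2 rats per group cannot test it. With each library left out in turn, the sign of the small male change of Socs3 reversed.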

How the results depend on the processing

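The tests of a batch and of blood by replicate number were chosen only after the result was seen. The counts of genes called per comparison and of those shared between the sexes moved by less than 1.5 times with DESeq2's size factors in edgeR and with upper-quartile normalization, while the genes higher in naïve males that were downregulated went from 1 to 2 with the latter. Unless a cause is given, the cause was not tested. Apart from the genes named below, 93 of 113 results of single genes (53 genes) kept their direction and their side of the threshold under the alternatives run for them. In the other 20, 10 tests of an alternative were no longer past the threshold, 16 were newly past it and 1 reversed.

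With DESeq2 on the libraries compared, 278 genes were higher in naïve females and 736 in naïve males, 798 and 775 had a larger change in females and males, and 217 and 158 were higher in CCI females and CCI males. Of the genes higher in naïve males 84.0% and of those higher in naïve females 20.1% were downregulated after CCI in the same sex. With edgeR over all 8 libraries, 213 and 693 genes differed between the naïve sexes, and the shares were 84.4% and 10.3%. With DESeq2 over all 8 libraries, 337 and 782 genes differed between the naïve sexes, 514 were downregulated in females, 196 and 143 differed between the CCI sexes, and the shares were 82.9% and 22.3%. All 12 genes called between the naïve sexes were among the calls of each of these 3 fits. The cause was not tested.

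Without a filter on low counts, 22 and 108 genes differed between the naïve sexes, 613 and 419 in the interaction, and 148 were higher in CCI females, and the shares were 80.6% and 22.7%. With at least 10 counts in every library, where fewer genes were tested, 0 and 1 genes differed between the naïve sexes and 364 and 168 in the interaction. The share of the male set was 0% and that of the female set has no value, since no gene was left. With upper-quartile normalization the male share was 20.0%, from 10 genes. These shares rest on sets of 3 and 9 genes in the main analysis and move with single genes.

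Without a log2FC threshold, 3346 genes were upregulated in males and 1084 in females, 1120 were called and 830 upregulated in both sexes, 2505 were upregulated in males only, 20 were called in opposite directions, and the male share was 22.2%. With glmTreat, whose null hypothesis is wider by construction, 340 and 628 genes were up- and downregulated in males and 132 and 29 in females. It called 12 and 47 between the CCI sexes, 0 and 0 in the interaction, 92 in both sexes, 90 upregulated in both, 42 in females only, 250 in males only and 0 in opposite directions. The shares were 0% in males and 0% in females. At an unadjusted p under 0.05 against a log2FC of 0, 4085 genes differed in the interaction.

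The likelihood-ratio test, chosen after seeing the data, called 206 and 624 genes between the naïve sexes, 768 downregulated in females, and 215 and 169 between the CCI sexes. The version 4 quasi-likelihood fit, chosen after seeing the data, called 12, 3750, 998 and 200 genes in the naïve, male, female and CCI comparisons.

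The 2 replicate numbers are shared between groups only as labels, so a block on them is no known pairing. With the replicate number as a block, 4 genes were higher in naïve males, 28 and 40 differed between the CCI sexes, 28 were called in opposite directions, and the shares were 0% and 100%. The interaction had 211 and 103 genes, against 177 and 93 without the block, which was shared by both sexes. Of the 270 genes called without the block, 206 were also called with it. The differences between replicates 1 and 2 correlated across 10573 genes with 0.606 between naïve and CCI males, and 0.0623 between naïve and CCI females. The common dispersion of the male fit was 0.0478 without the block and 0.00607 with it. A batch shared by the male libraries of the same replicate number would give this, as would paired handling of rats, and these cannot be told apart because the paper's text does not assign the batches. The column names of naïve male 1 and CCI male 1 carry an extra letter that the other columns lack. Blood in the samples of one replicate number is excluded, since the red cell genes differed between replicates by -4.67 to -2.81 in naïve males and by -0.36 to 0.86 in CCI males.

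With 1 library left out a group has 1 rat and no test was made, so no new call could appear. The counts that follow are the genes called with all libraries that had the same direction and an absolute log2FC above 0.5 in each such fit, and they do not show how stable the number of calls is. They ranged from 3 to 3 higher in naïve females, 9 to 9 in naïve males, 1310 to 1508 and 1892 to 2098 up and down in males, 550 to 616 and 269 to 320 up and down in females. They ranged from 83 to 89 and 86 to 91 between the CCI sexes, 169 to 177 and 79 to 92 in the interaction, 468 to 558 called in both sexes, 343 to 395 upregulated in both, 200 to 226 of the genes in females only and 931 to 1137 of those in males only.

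The variance on the first 2 principal components was 70.2% with the 500 most variable genes, 64.3% with DESeq2's regularized log of 500 genes and 52.2% without a filter, and ranged from 58.2% without naïve male 1 to 67.9% without naïve male 2.

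Signs reversed for Cdkn1a in males with DESeq2 (log2FC 0.0035), and on leaving out 1 library for Socs3 (-0.0013), Cxcl9 (-0.0093) and Cad (-0.0057) in males and Kcnh7 in females (0.047). With single libraries left out, the log2FC also took both signs, for example, for Ahr (from -0.07 to 0.04) and Cdkn1a (from -0.09 to 0.08) in males and for Car3 in females (from -2.99 to 0.83). With 1 library left out, 5 values moved by more than their spread. They were those of Clec1b (3.76) and Best1 (-6.31) in males, of Eif2s3y between the naïve (-15.57) and the CCI sexes (-15.78), and of Ddx3 between the CCI sexes (-15.11), and the fitted values of Eif2s3y and Ddx3 are no bound because the females are at the floor.

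The GC content of genes was not available among the references and a GC correction was not run. Set tests of gene lists were not run, apart from the comparison of the blood genes with random lists. With 2 rats per group, no exact test of single genes can pass 0.05, and a gene without a call is not shown to be unchanged.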

Differences from the paper's values

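The paper gives 862 genes that differed between naïve males and females, and 12 were called here, or 6% in the paper against 0.0706%. Of the 10 alternatives set before the data were examined, DESeq2 on the libraries compared (1014 genes), edgeR over all 8 libraries (906) and DESeq2 over all 8 libraries (1119) come within 1.5 times of the paper's 862, the tolerance used for all counts and shares below, and the other 7 do not. Of these genes the paper has 652 higher in males, against 9 here, and the same 3 alternatives come within that tolerance, with 736, 693 and 782. It has 210 higher in females, against 3 here, and DESeq2 on the libraries compared (278) and edgeR over all 8 libraries (213) come within 1.5 times of it and the other 8 do not. The likelihood-ratio test, chosen after seeing the values, gave 624 and 206.

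The paper has 549 genes (84.2%) higher in naïve males that were downregulated after CCI, against 1 (11.1%) here. The count is reached within 1.5 times by DESeq2 on the libraries compared (618), edgeR over all 8 libraries (585) and DESeq2 over all 8 libraries (648), and the share also by the fit without a low-count filter (80.6%), and by none of the others. For those upregulated the paper has 7, against 0 here, reached within 1.5 times by DESeq2 on the libraries compared (6) and edgeR over all 8 libraries (7) and by none of the other 8.

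Of the genes higher in naïve females, the paper has 30 (14.2%) downregulated, against 2 (66.7%) here. The count is reached within 1.5 times by edgeR over all 8 libraries (22) and not by the other 9, and the share by DESeq2 on the libraries compared (20.1%) and edgeR over all 8 libraries (10.3%) and not by the other 7 that give one. The paper has 4 upregulated, against 0 here, reached within 1.5 times by DESeq2 on the libraries compared (6) and by none of the other 9.

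Genes upregulated in females only number 146 in the paper and 226 here. Fits over all 8 libraries with edgeR (181) and DESeq2 (172) come within 1.5 times of the paper's number, and the other 8 alternatives do not. Genes upregulated in males and downregulated in females number 5 in the paper and 3 here. DESeq2 on the libraries compared (4), edgeR over all 8 libraries (4), DESeq2 over all 8 libraries (5), upper-quartile normalization (4) and no low-count filter (6) come within 1.5 times of it, and the other 5 do not.

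Additional file 4 of the paper lists 1513 genes with a sex difference in the change after CCI, and 270 were called here. DESeq2 (1573) and the fit without a low-count filter (1032) come within 1.5 times of the paper's number, and the other 6 alternatives do not.

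The paper has Fos downregulated in males after CCI. Here its log2FC was -0.32 (adjusted p = 0.223 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none of 9 alternatives called it, with an adjusted p from 0.0724 to 1. The paper has Clec1b upregulated in males, and here its adjusted p was 0.0618 with a log2FC of 2.24. Of 8 alternatives, 5 called it, which were DESeq2 on the libraries compared, both fits over all 8 libraries, no low-count filter and the replicate block, with a range of the adjusted p from 0.000419 to 0.212. The paper has Pla2g2a and Acta2 downregulated in females. Here Pla2g2a had a log2FC of -2.42 (adjusted p = 0.0529), and 5 of 9 alternatives called it, which were DESeq2 on the libraries compared, DESeq2 over all 8 libraries, upper-quartile normalization, no low-count filter and the replicate block, with a range from 0.000281 to 0.284. Acta2 had a log2FC of -0.53 (adjusted p = 0.133), and 1 of 9, DESeq2 over all 8 libraries, called it, with a range from 0.0217 to 1. The paper's qPCR figure, on a separate cohort of rats, places Faim2 among the genes increased in males only. In these libraries its male log2FC was 0.63 (adjusted p = 0.0626), and 4 of 9 alternatives called it, which were both fits over all 8 libraries, no low-count filter and the replicate block, with a range from 9.89e-06 to 0.560.

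The paper has the samples form clusters by condition and sex. Here the clustering of 200 genes also parted the sexes when divided into 2 clusters. Divided into 4, it grouped the 4 male libraries by replicate number and not by condition. The distance of the 2 naïve males on the first 2 principal components exceeded that between the naïve sexes.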

Other observations

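The tests of a lasting difference between the sexes and of simulated groups with the spread of each sex were chosen only after the result was seen.

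Compared directly, CCI females and CCI males differed in 180 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 89 were higher in females and 91 in males (1.06% of the genes tested). An unadjusted p under 0.05 was reached by 3111 genes. The groups did not overlap in 8702 genes (51.2%, where chance gives 33.3%). In females Tnfaip6 (ENSRNOG00000050792) was 4.56 times as high (log2FC 2.19, SE 0.167, adjusted p = 0.00698), Cldn4 (ENSRNOG00000001476) was 9.23 ± 2.23 CPM against 2.58 ± 0.259 CPM (log2FC 1.84, SE 0.213, adjusted p = 0.0258), and Cd163 (ENSRNOG00000010253), the named macrophage gene, was 5.84 ± 0.177 CPM against 1.72 ± 0.252 CPM (log2FC 1.77, SE 0.188, adjusted p = 0.0200). In males Ddx3 (ENSRNOG00000057231) was at least 1485-fold and Eif2s3y (ENSRNOG00000060048) at least 1868-fold higher. All called genes had both rats of a group outside the range of the other.

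Genes higher in naïve males tended to fall after CCI in males. Of the 693 genes that edgeR called over all 8 libraries, the median log2FC between females and males was -0.78 in naïve rats and -0.05 after CCI, with quartiles of -0.21 and 0.10, and 22 were still called. This argues against a lasting difference between the sexes. Of the genes higher in 1 naïve male, 68.1% or more fell by over 0.5 against the other. In groups simulated without change with the spread of each sex, 52.6% of the genes picked had a log2FC below -0.5 (at most 56.1%), against 86.3% observed. The observed genes were picked by another fit, so this comparison is not matched. The values measured against the other naïve male argue against the shared naïve male libraries as the whole cause and leave them as a part of it. The correlation over all genes, 0.423 observed and 0.599 simulated, does not exceed what shared libraries give. What stays open is a state of both naïve males, of technical or biological origin, and the 2 rats cannot separate these.

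Hemoglobin and other blood genes were lower in CCI females than in naïve females. Of 7 erythroid genes with an identifier (15 listed) all 7 were called, with a median log2FC of -3.14, of 3 neutrophil and marrow genes (15 listed) the median was -3.13, and of 2 B cell genes (14 listed) it was -3.00. In males the erythroid genes had a median of -1.69, 0 were called and 0 had an unadjusted p under 0.05. Blood or marrow in the naïve female libraries may explain the fall. In a test that could have come out the other way, 12 of 12 named blood genes were higher in naïve male 2 than in naïve male 1, with a median log2 difference of 3.54 (percentile 100 among 10000 random lists), so that they vary together between single samples without injury. Names come from tables of genes that the authors called, which favours genes that changed. A change of blood cells within the DRG after CCI stays open.

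Genes of muscle and fat rose in males. Skeletal muscle (10 of 28 genes with an identifier) had a median log2FC of 2.49 with 8 upregulated in males, and -0.32 with 2 downregulated in females. Of these 2, Pvalb was at 104 ± 8.67 CPM in naïve males and hardly changed in males (log2FC 0.06). Genes of fat cells (3 of 14) had 3.34 with 3 upregulated in males, and smooth muscle genes (4 of 11) 1.19 with 3 upregulated and 1 downregulated. Car3 is in the lists of both skeletal muscle and fat, so these are not separate signals. The fat genes had a median log2 CPM of 2.46 in naïve female 1 and -0.66 in naïve female 2, so their level also varied without injury. Of the 5 abundant transcripts of skeletal muscle, 0 have an identifier, so skeletal muscle tissue in the male CCI libraries cannot be told apart from a change in the DRG.

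More genes were called after CCI in males than in females. A larger spread in the female libraries would give this, but their common dispersion was 0.00942 against 0.0478 in males. With the replicate number as a block the order reversed, with 0.00845 in females and 0.00607 in males. Lower depth in the female libraries would also give it, but after the male libraries were thinned to the female totals 3575 genes were called in males, against 967 in females. Lower depth is excluded as the cause, and a larger spread is excluded only for the fits without the block. The genes called in males had female changes with a slope of 0.498 on the male log2FC, but they were picked by their male change. The slope was 1.01 for the genes called in females and 0.989 for those called in both sexes, sets that were likewise picked by their change. A stronger change in the males, and a state of the naïve males, stay open.

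In the other lists, the genes that have an identifier moved in males as follows. Meninges and fibroblasts (5 of 12) had a median log2FC of -0.72 with 5 downregulated, and satellite glia (3 of 8) -0.48 with 1 downregulated. Neurons (10 of 21) had 0.71 with 9 upregulated, and 0.23 with 2 upregulated in females. Immediate early genes (5 of 19) had -0.49 with 1 upregulated and 2 downregulated. Splicing genes had -0.97 with 19 of 22 downregulated, against -0.23 with 6 downregulated in females, and the median between the CCI sexes was -0.03. These medians kept their sign with DESeq2's size factors and with upper-quartile normalization. In males both moved the log2FC by too little to reverse them, with medians of -0.0011 and -0.022. Genes of the ribosome and of the mitochondrial genome, and Xist, have no identifier in the paper's tables and are not analysed here.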
